# An initial map of chromosomal segmental copy number variations in the chicken

**DOI:** 10.1186/1471-2164-11-351

**Published:** 2010-06-03

**Authors:** Xiaofei Wang, Samuel Nahashon, Tromondae K Feaster, Ann Bohannon-Stewart, Nathaniel Adefope

## Abstract

**Background:**

Chromosomal segmental copy number variation (CNV) has been recently recognized as a very important source of genetic variability. Some CNV loci involve genes or conserved regulatory elements. Compelling evidence indicates that CNVs impact genome functions. The chicken is a very important farm animal species which has also served as a model for biological and biomedical research for hundreds of years. A map of CNVs in chickens could facilitate the identification of chromosomal regions that segregate for important agricultural and disease phenotypes.

**Results:**

Ninety six CNVs were identified in three lines of chickens (Cornish Rock broiler, Leghorn and Rhode Island Red) using whole genome tiling array. These CNVs encompass 16 Mb (1.3%) of the chicken genome. Twenty six CNVs were found in two or more animals. Whereas most small sized CNVs reside in none coding sequences, larger CNV regions involve genes (for example prolactin receptor, aldose reductase and zinc finger proteins). These results suggest that chicken CNVs potentially affect agricultural or disease related traits.

**Conclusion:**

An initial map of CNVs for the chicken has been described. Although chicken genome is approximately one third the size of a typical mammalian genome, the pattern of chicken CNVs is similar to that of mammals. The number of CNVs detected per individual was also similar to that found in dogs, mice, rats and macaques. A map of chicken CNVs provides new information on genetic variations for the understanding of important agricultural traits and disease.

## Background

Genomic variations within a species may involve changes as small as a single nucleotide to as large as microscopically visible chromosome segments, even whole sets of chromosomes. While microscopic genome variations were studied in cytogenetic laboratories for a long time, the readily availability of DNA sequencing technology and high throughput approach have popularized analysis on single nucleotide polymorphism (SNP) and microsatellites. It was not until recently that genome variation involving intermediate DNA segments, called segmental copy number variation (CNV), was recognized. This type of genome variation involves submicroscopic insertion, deletion, segmental duplication and complex changes of greater than 1 kb to several Mb in size [1-3]. Whole genome scanning studies for CNV have been conducted extensively in humans [4-10], chimpanzees [11,12], dogs [13,14], mice [15-18], rats [19] and swine [20]. Although several chicken CNV loci have been studied in a case-by-case manner [21,22], CNV in birds has received little attention. To our understanding, few publications are available describing whole genome CNV studies in birds [23].

Since its domestication 8,000 years ago, the chicken has provided table eggs, meat and ritual values to human society. Over the last 100 years, the chicken has also served as a model organism for fundamental biological and biomedical studies [24]. The first examples of oncogene and viral induced tumor were demonstrated in the chicken [25]. The B-lymphocytes were first identified in chickens. Spontaneous chicken mutants, such as the dwarf [26,27] and the retina degeneration [28], have provided rich information regarding particular gene functions. The regulation of chicken ovalbumin expression was studied extensively to elucidate the mechanism of eukaryotic transcription control [29] and steroid hormone actions [30,31]. Because of the historical, biomedical and agricultural importance, evolutionary distance and readily availability, the chicken is the leading species among farm animals in the development of genomics tools and resources, including the chicken genome assembly [32], genetic variation map of single nucleotide polymorphism [24,33], collections of comprehensive expressed sequence tags (EST) [34-37] and DNA microarray [38-40].

Distinct from mammalian genomes, typical avian genomes are composed of several large chromosomes and a group of microchromosomes that are indistinguishable microscopically with conventional karyotyping techniques [41,42]. The chicken genome has 1.2 billion base pairs on 39 pairs of chromosomes, including a pair of sex chromosomes ZZ for males and ZW for females [43,44]. Despite that the chicken genome is one third of a typical mammalian genome in DNA content, it was predicted to have a similar number of genes [37]. Thus, it would be conceivable that the chicken has reduced intergenic spaces and reduced repetitive sequence content. How the compacted genomes vary in chromosomal segmental copy number and how these variations affect important agricultural and biomedical traits are of great interest. Here we provide a snapshot of CVNs in the chicken genome.

## Results and Discussion

### Mapping of CNVs in chickens

NimbleGen whole genome tiling arrays containing 385,000 probes were used to analyze chicken CNVs. Four broilers (Cornish Rock, 2 males and 2 females), four Leghorns (2 males and 2 females) and two Rhode Island Reds (males) were analyzed with array comparative genome hybridization (aCGH). 

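Genomic DNA of 10 birds was hybridized against DNA of the male broiler #6281, with 1 array per bird. The broilers were #2916, #5849, #6191 and #6262, the Leghorns were #6870, #6884, #6951 and #6953, and the Rhode Island Reds were #1003 and #1007. Test DNA carried Cy3 and reference DNA carried Cy5, so a positive log2 ratio stands for more copies in the test bird. A variant carried by #6281 itself moves every bird the same way. The values are the authors' deposited log2 ratios, normalized between channels by NimbleGen with qspline, minus the median of the autosomal probes of the same array (0.00 to 0.04). On Z, the median of that array's Z was used. Of 385002 probes, 347895 lie on autosomes and 27258 on Z of the galGal3 assembly. The SD of probe noise was 0.27 to 0.36 per array. Birds #5849, #6191, #6870 and #6884 were female by the sample labels and by the legend of Fig. S2. Bird #2916 is labelled female in the samples and in the legend of Fig. S1, but that of Fig. S2 does not list its array and the text counts 2 female broilers, so it is given by itself beside 4 females and 5 males. By array number, the arrays form a lower range (#2916, #6191, #6262, #6951 and #6953) and a higher range (#5849, #6870, #6884, #1003 and #1007). The lower range holds 1 of the females and 3 males, and the higher range holds 3 females and 2 males. Some differences between sexes or breeds are also given within each range. There were no replicate arrays.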

One additional male broiler DNA was used as a reference for all hybridizations. CNVs were identified by comparing ratio between the test and the reference and all CNV loci were visually inspected on aCGH data plots (Additional file 1, Fig. S1). We identified 96 high confidence or suggestive CNVs. 

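Calls on GGA16 in 7 birds, the most for any region, merged into 1 region with zinc finger, B-G antigen and HLA class I sequences. It covers all 108 probes of the chromosome (352 to 432851), since #5849 had a gain of 0.34 over that whole length. The other calls were gains and losses, some of which did not overlap each other. For example, #6951 had a loss at 200114 to 212934 (-1.31) and #2916 a gain at 217747 to 247972 (0.65). The mean GC content of these probes was 48.7%, against 42.3% on autosomes. Losses at locus 2 of GGA1 (44980061 to 45067966) and gains at the ZFR locus of GGA1 (165880299 to 166002720) were each called in 5 birds. Gains at 97312561 to 97340273 on GGA2 and mixed changes at the RHACD8 locus on GGA4 were also called in 5 birds each. Across the 10 birds, 100 segments of 5 or more probes had a mean shift beyond 0.3, 50 of them gains and 50 losses. Calls that overlapped by 1 bp or more were merged into 51 CNV loci. Of these, 17 were found in 2 or more birds and 34 in 1 bird. The calls overlapped 19 of the 26 loci of Table 1. No call overlapped CHRM2 (locus 4), the spliced ESTs of locus 6, MGC24975 (locus 9), SCRIB (locus 10), locus 12, locus 18 or PRF1 (locus 23). Of the 70 intervals of Table S1, 20 overlapped a call in the bird that the paper lists. The number of loci depended on the segmentation: a penalty of 8 in place of 4 gave 14 loci. Penalty 2, tried after the data had been seen, gave 240 loci.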

When CNV signals in two or more animals overlapped on a chromosome, they were considered to be high confidence CNV. On average, seventeen CNVs were called in each bird.

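Leghorn #6870 had 20 CNV calls, the most of the 10 birds, including gains at TNRC6C on GGA18 and PPP1R16B on GGA20 and a loss at PRLR on Z. Broiler #5849 had 18 calls, among them a loss at CHIA on GGA26 and a gain at RHACD8. Leghorn #6953 had 12 losses and 1 gain, whereas #6870 had 14 gains and 6 losses. Rhode Island Red #1003 had 5 calls and #1007 had 0. The average was 10 ± 6.16 calls per bird (SD, n = 10 birds). Broilers had 10.5 ± 5.74 (SD, n = 4) and Leghorns 13.25 ± 4.99 (SD, n = 4). With segments of at least 5 probes already in the search, a setting chosen after the values had been seen, the average was 18.2. When the GC trend of each array was removed, also chosen after the values had been seen, #6953 had the most calls, 13 with 1 gain. Under that setting #6870 had 12 calls, 5 of them gains, and #5849 had 12 calls, 5 of them gains.

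**Figure D1:**
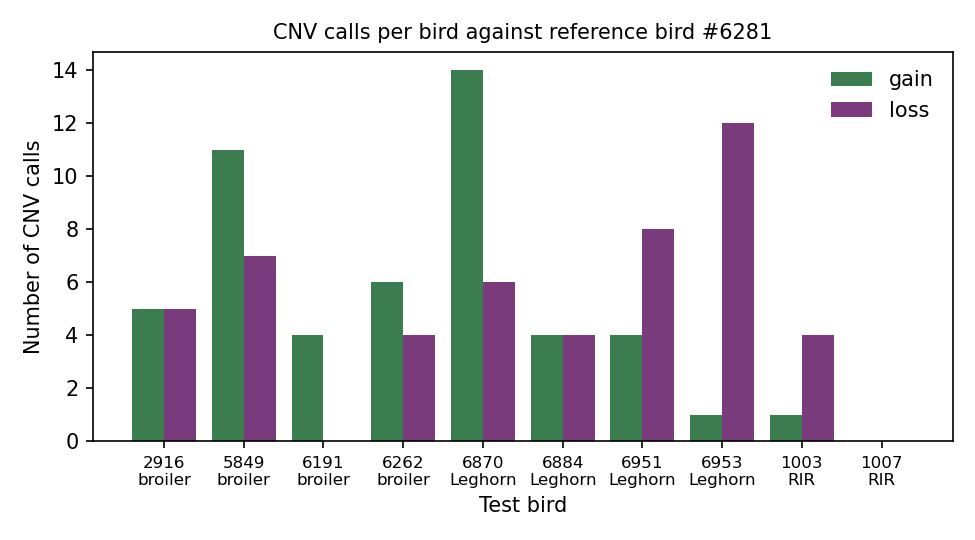
CNV calls in each bird, with the number of calls on the vertical axis, gains and losses as separate bars and birds grouped by breed. Without removal of the GC trend, bird #6870 has the most calls and bird #1007 has 0.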

These CNVs were found on chicken chromosomes (GGA) 1-8, 10-18, 20, 22-27, and Z (Table 1 and Additional file 2, Table S1). 

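GGA1 carried 17 calls, which included the losses at LOC419112 (locus 1) and RGPD5 and the gains at the ZFR locus. GGA4 carried 13 calls, mostly at RHACD8 and at locus 14 near it. GGA16 carried 12 calls and Z carried 12, most of the latter at PRLR, at CDKN2A and MTAP, and at or beside locus 26. GGA2 carried 10 calls, and GGA3 and GGA5 carried 5 each. The calls lay on 22 chromosomes in all. GGA9 carried 2 calls, a gain of 17.9 kb in #6870 and a loss of 17.5 kb in #6951. No call was made on GGA14, GGA15, GGA23 or GGA24, where Table S1 lists intervals with EP400, CAP1 and PHLDB1 among their genes.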

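Sequence of the W chromosome was represented by 74 probes on W and 197 probes on W_random. The mean log2 ratio of these 271 probes was 1.26 ± 0.11 in females (SD, n = 4) and 0.05 ± 0.04 in males (SD, n = 5). On W alone the difference was 1.23 (SE 0.05, adjusted p = 4.18e-13 from limma), higher in 4 of 4 females than in any male. Over W and W_random, the difference was 1.08 within the lower range of array numbers and 1.24 within the higher range. Bird #2916 lay at 0.52.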

Due to poor probe coverage, data on W chromosome were removed from analysis. The 96 CNVs encompassed 16 Mb, which is about 1.34% of the entire chicken genome. 

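The largest CNV locus was a gain of 610 kb on GGA8 (90173 to 700216) in broiler #6262, and the smallest was a gain of 10.2 kb on GGA7 in Leghorn #6951. Gains in #6870 at TNRC6C (583 kb), on GGA25 (528 kb) and on GGA27 (448 kb) were the next largest. After removal of the GC trend, tried after the values had been seen, all gains called in #6870 summed to 181 kb, against 3044 kb before, so none of these 3 stayed. The 51 loci summed to 6.49 Mb, which is 0.631% of the 1028 Mb spanned by probes on assigned chromosomes. Loci called in 1 bird made up 4.83 Mb of this and loci of 2 or more birds 1.66 Mb. The median length of the 100 calls was 48.7 kb. Over the intervals that the paper prints in Table 1 and Table S1, the length was 16.1 Mb. The sum depended on the threshold and on #6870: it was 26.7 Mb at a threshold of 0.25, 3.12 Mb at 0.4, 3.82 Mb without #6870 and 2.70 Mb with the GC trend removed.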

Among the 96 CNV loci, forty six loci were non-coding sequences (5.1 Mb).

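Among intervals printed without a gene, locus 12 on GGA4 had the largest loss in Table 1, down to -1.12. Locus 26 on Z had the largest gain, up to 2.35 in female #6191 relative to the median of its Z, which lay at -0.63 against autosomes. In Table S1 the largest non-coding gain was on GGA1 (22570213 to 22587802) in #6953 at 1.27, and the largest non-coding loss was on GGA8 (26937651 to 26950293) in #6262 at -1.12. The tables list 39 intervals without coding sequence, which sum to 2.28 Mb. These are 11 in Table 1 and 28 in Table S1. Shifts beyond 0.3 were found in the listed bird at 27 of the 28 non-coding intervals of Table S1 and at 25 of the 42 intervals with a gene. The median size of the shift was 0.57 at the former and 0.31 at the latter. Without centring, means were beyond 0.3 at all 28 and all 42, with median sizes of 0.56 and 0.35.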

**Table 1:** High confidence CNVs in chickens

***Locus ID***	***Chromosome***	Start position*	***Size (bp)***	***Gene***	***Status^#^***			***Number of observations***
						
					Broiler	Leghorn	RIR^†^	
1	1	4015022	47654	LOC419112	loss	loss	loss	6
2	1	44980061	80399	Non-coding	loss	loss		7
3	1	48005486	34931	Non-coding	gain			3
4	1	59885173	32693	CHRM2		loss		2
5	1	165880299	112347	ZFR, IL-3	gain	gain		4
6	2	40647961	39933	Spliced ESTs		gain	loss	2
7	2	95665092	10297	Non-coding	gain	gain		4
8	2	97295434	44839	Non-coding	gain	gain		5
9	2	134727846	102330	MGC24975(SZD6)	gain	gain		3
10	2	154562776	299829	SCRIB	loss	gain		2
11	3	113612615	40053	MRPL19,	loss		loss	2
12	4	62172811	12364	Non-coding	loss		loss	2
13	4	88897639	175343	RHACD8	gain	loss	loss	5
14	4	89602897	42219	Non-coding		loss		3
15	5	22120222	92556	Non-coding		loss		3
16	6	12150334	84982	Non-coding		loss	loss	3
17	10	125113	32851	olfactory receptor 6k2	gain	gain		2
18	11	2670295	14897	Non-coding	gain			3
19	12	15208	77317	Non-coding	loss			2
20	13	2722503	60308	EST	loss		loss	3
21	16	200114	12820	Zinc finger protein	loss	loss		2
22	16	270019	162832	HLA class I antigen	loss	loss		2
23	17	567532	57890	PRF1	gain			2
24	Z	9965426	192201	PRLR	loss	loss		2
25	Z	71975037	142814	CDKN2A, MTAP	loss	loss	loss	3
26	Z	73495364	29964	Non-coding	gain	gain		2

Note: *, the start position of the CNV was based on 2006 chicken genome assembly. #, gain or loss was assigned based on common reference DNA from one broiler bird (#6281). †, Rhode Island Red.

There were 26 high confidence CNVs that were observed at least in two birds (Table 1). Among these high confidence loci, eleven loci involve non-coding sequence only, which sum up to 525 kb. 

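Zinc finger and olfactory receptor loci (5, 17 and 21) were beyond 0.3 in 21 of 30 pairs of locus and bird, with gains at loci 5 and 17 and mixed changes at locus 21 on GGA16. Loci of other genes or ESTs, such as LOC419112 and CHRM2, were beyond 0.3 in 37 of 70 pairs, and autosomal non-coding loci in 57 of 100. The immune and surface receptor loci (RHACD8, HLA class I and PRF1) were beyond 0.3 in 7 of 30 pairs. The Z loci with PRLR, with CDKN2A and MTAP, and without a gene were beyond 0.3 in 10 of 30. Each value was the mean of all probes inside the interval printed in Table 1. In all, 132 of 260 pairs were beyond 0.3, of which 55 were gains and 77 were losses. Each pair was also set against 10000 random windows of as many probes on the same array. By this test 149 pairs passed an adjusted p of 0.05, and 127 pairs met both criteria. The intervals were drawn from calls in these same arrays, so passing is partly fixed in advance. The same limit holds for the p of single loci against random windows. At 23 of the 26 loci, 2 or more birds were beyond 0.3. The others were SCRIB (locus 10) and locus 19, with 1 bird each, and PRF1 (locus 23), with 0 birds and shifts of -0.10 to 0.27. The loci held 5 to 80 probes, and 10 loci showed gains only, 13 losses only and 2 both. The paper counts CNV signals that overlap in 2 or more animals as of high confidence.

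**Figure D2:**
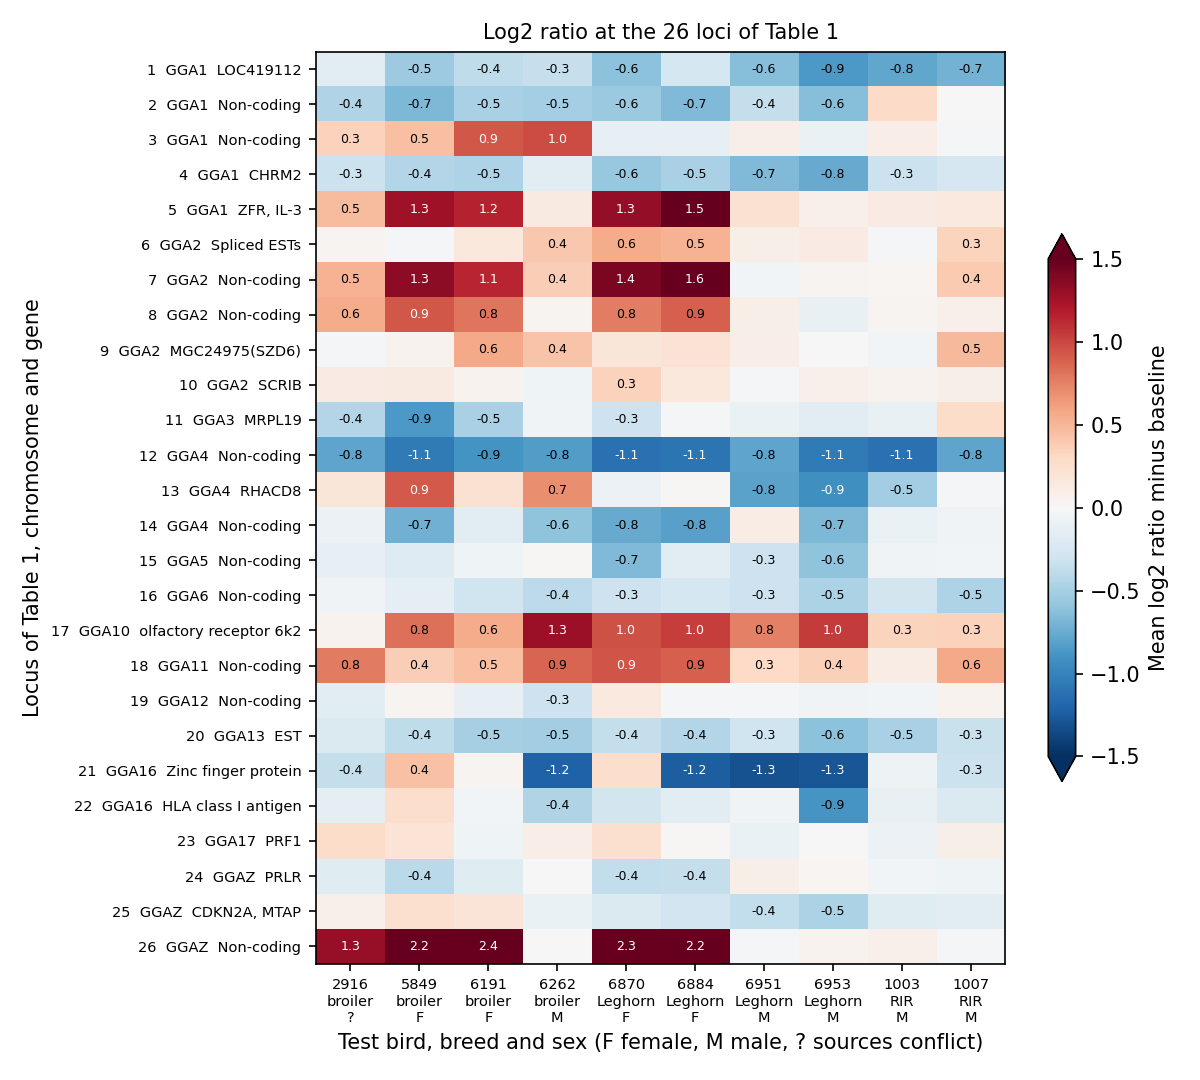
Mean log2 ratio relative to baseline at the 26 loci of Table 1 (vertical axis) in the 10 birds (horizontal axis, by breed), as colour, with values beyond 0.3 printed. Locus 12 is beyond 0.3 in all 10 birds and locus 23 in 0.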

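Locus 12 on GGA4 (62172811 to 62185175, 5 probes) was lower than the reference in all 10 birds, from -1.12 to -0.79. Locus 18 on GGA11 was gained in 9 birds, with #1003 at 0.11. Locus 2 on GGA1 (32 probes) was lost in all broilers (-0.53 ± 0.10, SD, n = 4) and all Leghorns (-0.55 ± 0.13, SD, n = 4), but not in the Rhode Island Reds, at 0.28 and 0.01. Locus 14 on GGA4 was lost in 5 birds, down to -0.82 in #6884. The 11 non-coding loci summed to 525 kb and were beyond 0.3 in 62 of 110 pairs of locus and bird. At locus 18 (6 probes), 6 of the 9 gains also passed the test against random windows.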

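LOC419112 (locus 1) on GGA1 was lost in 8 birds, most in #6953 at -0.86. MRPL19 (locus 11) on GGA3 was lost in 4 birds, most in #5849 at -0.86. MGC24975 (locus 9) on GGA2 was gained in #6191 (0.57), #6262 (0.42) and #1007 (0.49). HLA class I sequence (locus 22) on GGA16 was lost in #6953 (-0.88) and #6262 (-0.45). CDKN2A and MTAP (locus 25) on Z were lost in Leghorns #6951 (-0.36) and #6953 (-0.48). This count of 2 birds was 4 against a local baseline (all Leghorns, -0.51 to -0.33), 6 without centring, where the whole Z of females is lower, and 1 at a threshold of 0.4. The loci of Table 1 with genes or ESTs summed to 1512 kb and were beyond 0.3 in 70 of 150 pairs of locus and bird.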

The remaining 15 loci occupied about 1.5 Mb, involving one or more coding sequences.

Variations at locus 13 (chr4:88,897,639-89,072,982) on GGA4 (Table 1) appear to be complex. 

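RHACD8 encodes a CD8 alpha chain homolog, and its locus (42 probes) was gained in broilers #5849 at 0.92 (SE over probes 0.10) and #6262 at 0.70 (SE 0.12). It was lost in Leghorns #6951 at -0.80 (SE 0.11) and #6953 at -0.92 (SE 0.16) and in Rhode Island Red #1003 at -0.53 (SE 0.10). The other 5 birds lay between -0.09 and 0.23. Against random windows of as many probes, adjusted p was 0.00128 in #5849 and 0.000743 in the other 4 of these birds. The latter comes from the smallest p that 10000 windows can give, 1e-04.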

When compared with the reference, three birds showed loss of 150-170 kb, while two other birds showed a gain of 112 kb and 172 kb. 

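In broiler #5849 the gain of RHACD8 spanned 175 kb (88897639 to 89072982). In broiler #6262 it was split into segments of 30.3 kb at 0.93 and 113 kb at 0.97 (88940306 to 89052854). The losses spanned 153 kb at -0.90 in #6951 and 173 kb at -0.57 in #1003. In #6953 a segment of 12.3 kb at -2.24 lay beside 157 kb at -0.74. Losses in #6951 and #1003 began at the same probe, 88920090. The segments of 113 kb in #6262 and 157 kb in #6953 also shared a start, 88940306.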

Locus 10 on GGA2 has three clearly different alleles, one of which was a gain of 300 kb and the other was a loss of 20 kb region and the third allele was without gain or lost. However, visual inspection of corresponding aCGH plots revealed that several other samples may also have copy gains (Additional file 3, Fig. S2 A).

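SCRIB encodes a cell polarity protein, and its locus (80 probes, 154562776 to 154862605) was gained beyond 0.3 in Leghorn #6870 alone, at 0.35 (SE over probes 0.04). Its adjusted p against random windows was 0.0045. In broiler #6262 the shift was -0.06, the lowest of the 10 birds. The shift was not even along the locus in #6870, with 0.65 over the first 20 probes (154562776 to 154627656) and 0.17 over the next 20. No segment at the locus passed the threshold of 0.3. In #6870 the value fell to 0.20 against the flanking 100 probes on each side and to 0.16 with the GC trend of the array removed, a setting chosen after the values had been seen.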

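Long segments that end with SCRIB at the end of the GGA2 assembly had positive means in 3 birds. They were 0.25 over 533 kb in #6870, 0.15 over 537 kb in #6884 and 0.13 over 740 kb in #5849. Over the printed interval, the shift was 0.16 in #6884, 0.13 in #5849 and 0.13 in #2916, all under 0.3. Of these, adjusted p against random windows was 0.0669 in #6884, 0.329 in #5849 and 0.045 in #2916. In #6191 only the first 20 probes were raised, at 0.26.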

In our dataset, two CNV calls were made for chromosome 25. 

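The segmentation made here gave 2 calls on GGA25 that are not those of the paper, both gains in Leghorn #6870. They covered 1382779 to 1910501 (174 probes, 0.35) and 1925334 to 2030116 (40 probes, 0.30). Broiler #5849 had no segment beyond 0.3 on GGA25. With the GC trend removed, a setting chosen after the values had been seen, the mean of the whole chromosome was -0.01 in #6870 as well as in #5849.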

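The interval listed with CLK2 covers all 498 probes of GGA25 (52 to 2030116). Its mean shift was 0.27 in broiler #5849 (SE over probes 0.02) and 0.26 in Leghorn #6870 (SE 0.02). It was 0.11 in #6884, 0.08 in #2916 and -0.12 in #6951, and between -0.01 and 0.03 in the other 5 birds. For scale, the Z of females, with 1 copy against 2, lay at -0.67. The shift in #5849 was 0.25 as a median over probes and 0.32 without subtracting the baseline of the array. The GC content of these probes was 48.2% against 42.3% on autosomes. With the trend of log2 ratio on GC removed, which was tried after the values had been seen, it was -0.01.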

One of the calls appears to be a gain of an entire chromosome 25 in bird #5849 (Additional file 2, Table S1), but no obvious visual abnormality of the bird was observed. The other CNV involves the first 10-kb region of the chromosome assembly.

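The first 10 kb of the GGA25 assembly (52 to 10139) held 5 probes. The lowest mean was -0.53 in broiler #6191 (SE over probes 0.31), followed by -0.32 in Leghorn #6951 (SE 0.08). The other birds lay between -0.21 and 0.20. No segment was called there in any of the 10 birds. At 5 probes, 0 of 20 simulated shifts of 0.75 was recovered as a call.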

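The EST of locus 20 on GGA13 was lost in all 3 breeds, in 9 birds, with #2916 at -0.22. Losses at CHRM2, LOC419112 and locus 12 and gains at the olfactory receptor and at locus 18 were likewise found in all 3 breeds. Of the 26 loci of Table 1, 20 were beyond 0.3 in 2 or more breeds, of which 11 were in all 3. Another 5 were beyond 0.3 in a single breed. Among the 20, loci 5, 8 and 26 were beyond 0.3 only in females and #2916, so there the sharing between broilers and Leghorns follows sex. MRPL19 (locus 11) and PRLR (locus 24) were likewise beyond -0.3 in no male, though not in every female. At these loci the sharing between breeds is not separated from sex either. Of the 17 loci called by segmentation in 2 or more birds, 12 were called in more than 1 breed. All values are relative to 1 reference broiler, and 22 loci were beyond 0.3 in at least 1 broiler. A variant of the reference alone would also count as shared. This cannot be told apart at loci 12, 17, 18 and 20, which were beyond 0.3 in 9 or 10 birds. At LOC419112, CHRM2 and locus 16 all 10 birds also lay below the reference, though not all beyond -0.3. A variant of the reference may add to the losses there as well.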

The majority of the high confidence CNVs was shared across breeds, suggesting their relative "ancient" origin. Some high confidence CNVs were specific to individual breeds. 

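Locus 3 on GGA1 (48005486 to 48040417, 15 probes) was gained in all broilers, 0.68 ± 0.33 (SD, n = 4), and in no Leghorn, -0.07 ± 0.10 (SD, n = 4). Locus 15 on GGA5 was lost in Leghorns #6870 (-0.66), #6951 (-0.31) and #6953 (-0.60) and in no other bird. At CDKN2A and MTAP, Leghorns #6951 and #6953 were beyond -0.3 after centring on Z. The difference between Leghorns and broilers was tested with limma over the 96 loci of Table 1 and Table S1. Only locus 3 passed, with a difference of -0.74 (SE 0.15, adjusted p = 0.0495). Among the next were CDKN2A and MTAP at -0.44 (adjusted p = 0.063) and RHACD8 at -0.95 (adjusted p = 0.0655). Within the lower and higher ranges of array numbers, the difference was -0.76 and -0.58 at locus 3, -0.48 and -0.48 at CDKN2A and MTAP, and -1.23 and -0.96 at RHACD8. With only broilers and Leghorns in the fit 0 loci passed, and 9 had an unadjusted p under 0.05. Leaving out any 1 of #6191, #6870, #6884, #6951 and #6953 also left 0 loci. More loci passed with other choices: 2 with the median over probes, with a local baseline or without #5849, and 3 with sex as labelled in the model or with Table 1 alone. Of the settings chosen after the values had been seen, removal of the GC trend gave 2 and a term for the range of array numbers gave 4.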

Whether they are breed-specific requires further evaluation of a much larger sample size. It is not clear whether these putative private CNVs contribute to breed specific biology. Fewer high confidence CNVs were found in Rhode Island Reds when compared with other strains evaluated. This may be attributable to the small number of animals analyzed, small founder population and/or population diversity.

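Rhode Island Red #1003 was beyond 0.3 at 6 loci of Table 1, with losses at LOC419112, CHRM2, RHACD8, the EST of locus 20 and locus 12, and a gain at the olfactory receptor. Bird #1007 was beyond 0.3 at 10 loci, which included gains at MGC24975 and the spliced ESTs of locus 6. Broilers were beyond 0.3 at 14.5 ± 2.65 loci (SD, n = 4) and Leghorns at 14.5 ± 2.52 (SD, n = 4). The difference of -6.5 loci between Rhode Island Reds and the other 8 birds had an exact permutation p of 0.0444 (two-sided), the smallest that 2 against 8 birds allow. Table 1 lists loci that the paper observed in 2 or more of these birds, 8 of which are not Rhode Island Reds. A lower count in Rhode Island Reds is therefore partly built in. For calls by segmentation, which do not use that list, the difference was -9.38 calls (exact permutation p = 0.0889). Both Rhode Island Reds are males with arrays in the higher range of array numbers, so breed, sex and range are not separated, and they lack the gains that females showed at loci 5, 8 and 26. The other males, #6262, #6951 and #6953, were beyond 0.3 at 16, 12 and 14 loci.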

Seventy CNVs, which encompassed 14 Mb, were observed only once in our data set (Additional file 2, Table S1). 

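CHIA, a chitinase gene on GGA26, had the lowest value, -2.47 in broiler #5849. The next largest losses were at PHLDB1 (-1.14, #2916), a non-coding interval of GGA8 (-1.12, #6262), RGPD5 (-1.02, #2916) and a non-coding interval of GGA3 (-0.97, #1003). The largest gains were an EST on GGA1 at 1.32 in #2916, non-coding intervals of GGA1 (1.27, #6953), GGA14 (1.18, #6191) and GGA8 (0.96, #1003), and the aldo-keto reductase interval of GGA1 at 0.82 in #6262. In the listed bird, all 70 intervals had the direction that the paper gives, and 52 were beyond 0.3 after subtraction of the baseline. At 28 of the 70, another bird was beyond 0.3 in the same direction, and at 15 of them 3 or more others were. At the EST on GGA1, 6 other birds were. The intervals summed to 14.1 Mb. With the GC trend removed, tried after the values had been seen, 42 were beyond 0.3.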

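The non-coding gain on GGA14 (11032783 to 11057586) in #6191 and the non-coding loss on GGA3 (49362715 to 49375441) in #1003 were among the intervals without a gene. The 28 intervals that Table S1 marks as non-coding summed to 1.75 Mb, with a mean length of 62.5 kb and a median of 28.5 kb. The longest was the gain on GGA8 at 0.44 in #6262. Of these intervals, 10 overlapped a segment called in the same bird. The 42 others summed to 12.4 Mb.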

Of the seventy CNVs, twenty seven CNVs involved only non-coding sequences (1.8 Mb). Twenty nine CNVs showed loss of DNA while the rest showed gains of DNA. 

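Losses had the larger shifts: all 29 losses, such as SUT-1 on GGA1 (-0.76, #5849) and PCDHA2 on GGA13 (-0.75, #1007), were beyond -0.3. Of the 41 gains, 23 were beyond 0.3, and the median was 0.31 against 0.63 below the baseline for losses. Gains at SUV420H1 on GGA5 (0.27), INHA on GGA7 (0.28), PBX4 on GGA8 (0.27) and GATA3 on GGA12 (0.27), all in #5849, fell short of it. Without centring, all 41 gains and all 29 losses were beyond 0.3, so these counts depend on the subtraction of the baseline. At 17 of the losses and 11 of the gains, another bird was beyond 0.3 in the same direction.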

The majority (62%) of CNVs with DNA loss were non-coding sequences. In contrast, the majority (80.5%) of CNVs with gain of DNA involve coding sequences. In addition, sizes in CNVs of DNA loss tend to be smaller (mean 43.2 kb and median 30 kb) compared with that of DNA gain (mean 313 kb and median 67 kb).

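The losses of genes included CHIA, PHLDB1, SUT-1, ITGA9 (-0.68, #5849) and UBE2E3 (-0.46, #5849). Of the 29 losses, 18 were non-coding (62.1%). Of the 41 gains, 31 involved a gene or EST (75.6%), such as KLGDC3, PBX4, BAP1, GATA3 and TNRC6C. The odds of involving a gene were 5.07 times as high for gains as for losses (Fisher's exact test, two-sided, p = 0.00268). Of the 18 gains over 100 kb, 17 involved genes, and these 17 were all in #5849 or #6870. Of the 23 shorter gains, 14 did (60.9%), and with these alone the odds ratio was 2.55 (Fisher's exact p = 0.162). Of the 17 gains and 25 losses that stayed beyond 0.3 with the GC trend removed, tried after the values had been seen, 8 and 10 involved a gene (odds ratio 1.33, Fisher's exact p = 0.755).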

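The longest gains of Table S1 were the GGA25 interval with CLK2 (2030 kb), BAP1 on GGA12 (1432 kb) and TNRC6C on GGA18 (1100 kb), all in #5849. The longest loss was a non-coding interval of 130 kb on GGA10 in the same bird. The 29 losses had a mean of 43.2 kb and a median of 30.0 kb, and the 41 gains had a mean of 313 kb and a median of 67.4 kb. The difference in mean log10 length was -0.49, a ratio of 3.08 (permutation test, two-sided, p = 4.2e-04). Removal of the GC trend, tried after the values had been seen, left 25 losses and 17 gains beyond 0.3, among which the difference was 0.09 (permutation p = 0.462). Among the 34 loci called by segmentation in 1 bird, 15 losses had a median of 17.5 kb and 19 gains had a median of 163 kb. Their difference in mean log10 length was -0.61 (permutation test, two-sided, p = 0.00222). The difference depended on the threshold and on #6870: it was -0.14 (exact permutation p = 0.472) at a threshold of 0.4 and -0.35 (permutation p = 0.0738) without #6870. With the GC trend removed, tried after the values had been seen, it was -0.26 (permutation p = 0.31). The medians also depended on single birds: that of gains was 46.0 kb without #6870, and that of losses was 30.1 kb without #6951 or without #6953.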

Although probes assigned to unknown chromosome locations were excluded from CNV calls, an ambiguous segment on GGA 20 (chr20_random in chicken genome draft 2.1 at UCSC genome database) is noteworthy. The entire segment was 72 kb according to the genome assembly. Several ESTs and mRNAs were mapped to this segment. Data from aCGH strongly support that this region be assigned to W chromosome [45]: All female birds showed gain of copies with high scores, when compared with the reference.

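The sequence chr20_random (502 to 72664, 72.2 kb, 23 probes) had a log2 ratio of 1.43 ± 0.05 in females (SD, n = 4) and 0.12 ± 0.09 in males (SD, n = 5). Every female was above every male, and the difference of 1.31 had an exact permutation p of 0.0159 (two-sided), the smallest that 4 against 5 birds allow. It was 1.41 within the lower range of array numbers and 1.25 within the higher range. Bird #2916 lay between the groups, at 0.62. Over all random, unplaced and W sequence in units of up to 50 probes, chr20_random had the largest of 196 differences between the sexes (adjusted p = 1.37e-13 from limma).

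**Figure D3:**
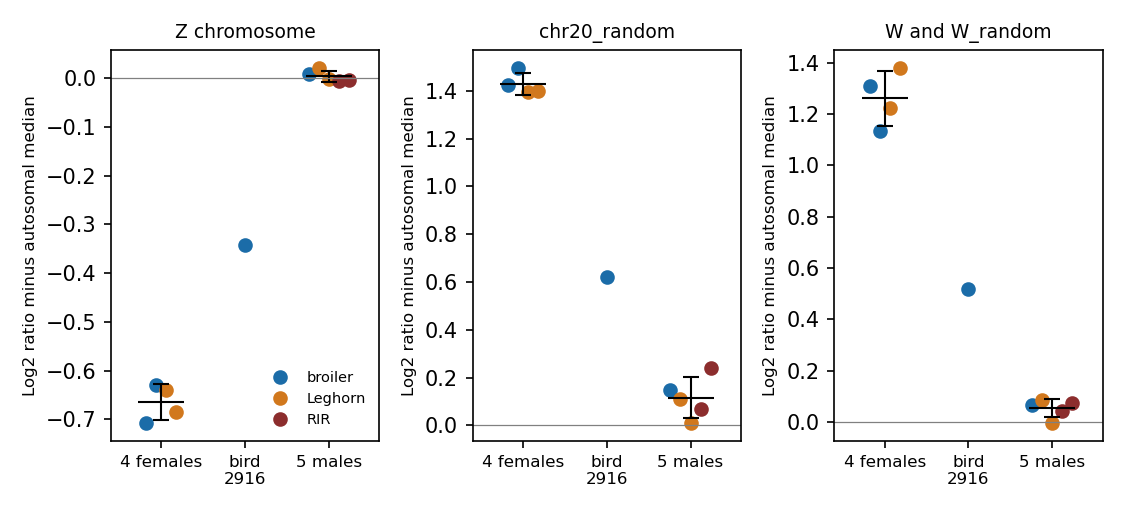
Log2 ratio relative to the autosomes of Z (median), of chr20_random and of W with W_random (means) in 4 females, bird #2916 and 5 males. Points are birds, and lines with bars are means with SD. Bird #2916 lies between the sexes in all 3 measures.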

### Quantitative PCR analysis and CNV validation

Real time quantitative PCR (qPCR) was performed to validate aCGH data at five loci. Two of the five loci (e. g. *PCCA*, *THRSP*) served as references of no variation in copy number, while three loci were CNV detected with aCGH. The *PCCA *locus encodes propionyl coenzyme A carboxylase. Analysis of chicken genome assembly indicated that a single copy of this gene exists in a haploid genome. Two copies of *THRSP *genes exist in chickens [46]. The qPCR results for *PCCA *locus showed minimal variations among 20 birds (including 11 birds examined with aCGH). We attribute these variations to random errors, including DNA dilution error. Similar qPCR results were obtained for *THRSP *locus in 23 birds (including 20 birds examined for PCCA), which also showed minimal variations among birds except that two birds appeared to have lost copies (data not shown). Three CNV loci (e. g. locus 13:*CD8α-RHACD*, locus 24:*PRLR*, and a suggestive locus *AKR1B*) were examined twice: once estimated with standard curve method (Fig. 1B,C,D) in 20 birds and once with 2^-ΔCt ^method in 23 birds (not shown). Results of the two separate qPCR assays were concordant. F-tests were performed to determine whether copy numbers detected with qPCR have the same variance between the reference locus and CNV loci. Results indicate that all three CNV loci had greater variance than the references (*P *< 0.05 for *PRLR *locus and *P *< 0.01 for *AKR1B *and *RHACD8*), suggesting the three loci were truly CNV.

**Figure 1:**
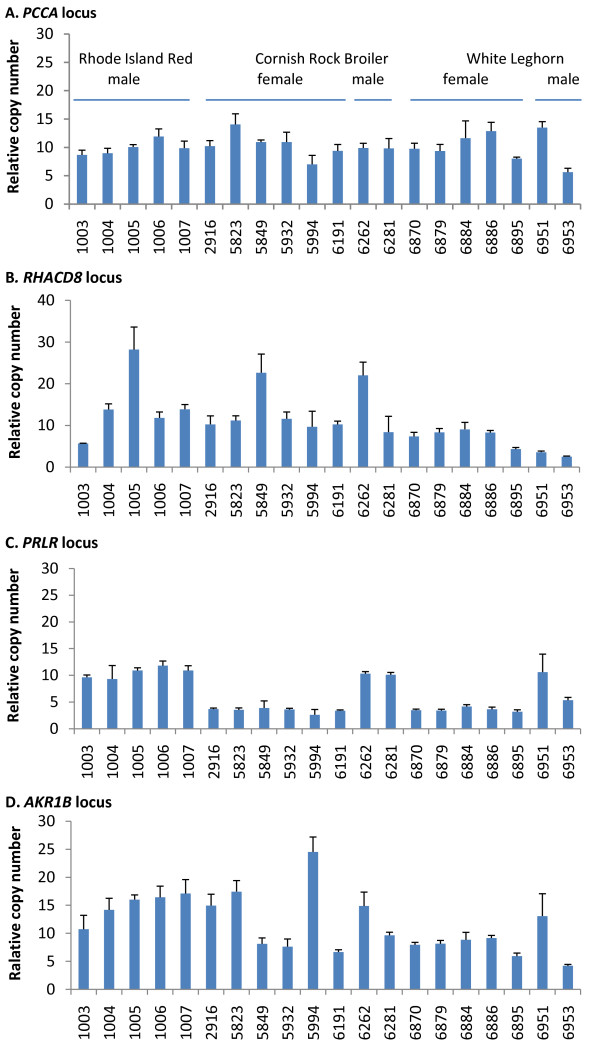
**Quantitative PCR analysis of CNVs in 20 birds**. DNA samples were diluted to 10 ng/μl and the conecentrations were meassured with Nanodrop spectrophotometer. Relative copy number was obtained by comparing threshold cyles of test DNA with a reference DNA that was serial diluted to 80, 20, 10 and 2.5 ng/μl. One unit of relative copies is the amount in 1 ng of reference DNA. Values represent mean ± SD of four reactions. Data were not normalized to the reference locus and copy number was not rounded. Numbers on x-axis are bird ID.

Locus 13 involves *RHACD8*, which was reported to have variable copy numbers among different breeds of chickens. Our qPCR data indicated relative copy number of *RHACD8 *locus was highly variable among chickens. Birds with the highest copy number had seven times as much as those with the lowest copy number.

Locus 24 involves prolactin receptor gene (*PRLR*). 

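PRLR encodes the receptor for prolactin, and locus 24 covers it with 69 probes on Z (9965426 to 10157627, 192 kb). Shifts here are relative to the median of Z on the same array, so the single Z of females does not enter. The locus was lower in females, -0.33 ± 0.10 (SD, n = 4), than in males, 0.00 ± 0.06 (SD, n = 5). The difference of -0.33 had an exact permutation p of 0.0159 (two-sided), the smallest possible, or 0.0825 when adjusted over the 26 loci of Table 1. Within the lower and higher ranges of array numbers it was -0.22 and -0.33. Since males lay near the male reference, a lower ratio in females may stand for fewer copies in females or for more in the males and the reference. Bird #2916 lay at -0.19.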

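PRLR on Z was lowest in broiler #5849, at -0.41 (SE over probes 0.05). Leghorn #6870 followed at -0.37 (SE 0.04) and Leghorn #6884 at -0.35 (SE 0.05). All 3 are female, and each had an adjusted p of 0.00506 against random windows of 69 probes on Z. The males lay between -0.06 and 0.09. Beyond -0.3 were 3 birds, or 2 when the GC trend was removed after the values had been seen (#5849 at -0.34 and #6884 at -0.31).

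**Figure D4:**
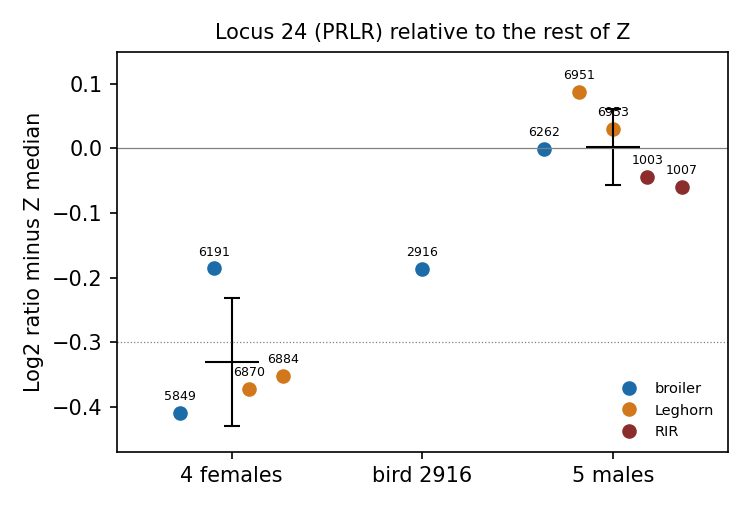
Mean log2 ratio of the PRLR locus relative to the median of Z, in each female, bird #2916 and each male, with the threshold of -0.3 as a dotted line. Birds #5849, #6870 and #6884 lie under the line.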

In our aCGH assay, this locus was identified in 2 females. 

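The PRLR locus of broiler #6191 lay at -0.19 (SE over probes 0.05), and its adjusted p against random windows on Z was 0.0278. Bird #2916 gave an adjusted p of 0.00731 at a similar shift. No segment was called at PRLR in either bird. At a threshold of 0.25 the same number of birds passed, 3, and against the flanking 100 probes on each side #6191 lay at -0.22.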

Another bird appeared to be false negative, because visual inspection of aCGH plots revealed likely shifting of the log2 ratio (Additional file 3, Fig. S2 B). Subsequent qPCR analysis showed that all female birds have a single copy, and males showed 3 or 4 copies. Since *PRLR *is located on GGA Z, males are expected to have two copies per cell, whereas females have one copy should there be no CNV. However, χ^2 ^tests indicated that the relative copy number ratio were 3:1 between males and females (Fig. 1C). It appeared that the male chicken # 6953 did not have three folds the copy number of females. However, after DNA concentration correction, its relative copy number was the same as other males. Results of the separate qPCR assay with 2^-ΔCt ^method agreed with this notion. The sex specific CNV at this locus can be explained by the industrial practice, as recently reported by Elferink [47]. A sex-linked late feathering allele *K *containing 2 copies of *PRLR *has been introduced to commercial flocks and used widely for sexing hatchlings. This *K *allele is incomplete dominant to the early feathering *k^+ ^*allele containing one copy of *PRLR*. One of our bird suppliers crosses *k*^+^*k*^+ ^males with *K*W females, such that progeny females are early feathering *k*^+^W containing one copy of *PRLR*, while the male progeny are late feathering *Kk*^+ ^containing three copies of *PRLR*.

The CNV locus on GGA 1, involving aldo-keto reductase 1B (Additional file 1, Table S1, *AKR1B1 *locus, chr1:64280187-64310165), was first identified as a suggestive CNV found in only one bird with a gain of copy. 

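AKR1B genes encode aldo-keto reductases, and the interval (64280187 to 64310165) holds 10 probes. Broiler #6262 had the largest gain, 0.82 (SE over probes 0.11), although no segment was called. Rhode Island Red #1007 lay at 0.36 (SE 0.14) and broiler #2916 at 0.33 (SE 0.16), also beyond 0.3. Rhode Island Red #1003 lay at 0.23, broiler #6191 at 0.21 and broiler #5849 at 0.03.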

A qPCR assay showed that the variation in copy number was far more frequent (Fig. 1D) than it appeared in the aCGH: All Leghorn chickens had the least copies (presumably two copies) and all Rhode Island Reds doubled that figure, while Cornish Rock broilers have variable numbers from 2 to 7 copies. 

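By the mean over probes, all Leghorns were under the reference at AKR1B, with -0.23 ± 0.06 (SD, n = 4) against 0.35 ± 0.34 in broilers (SD, n = 4). The difference of -0.58 had an exact permutation p of 0.0286 (two-sided), the smallest that 4 against 4 birds allow. Adjusted over 96 loci with limma, its p was 0.0655. It was -0.65 within the lower range of array numbers and -0.29 within the higher range, which holds 1 broiler. Single birds had an SE over probes of 0.11 to 0.23 here. No Leghorn was beyond -0.3. By the median over probes, Leghorns ran from -0.22 in #6884 to 0.06 in #6953, and broilers from 0.22 in #6191 to 0.81 in #6262.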

Visual inspection of this locus in aCGH plots did not reveal convincingly significant variations.

### Complexity of chicken CNVs

In order to understand genomic organizations of DNA sequences involved in CNV, we mapped DNA sequences that are similar to the ones in CNV regions by BLAT search. This mapping revealed the organization complexity of some CNVs. For example, according to chicken genome build 2.1, locus 17 on GGA 10 showed duplication of various blocks in a 90-kb region (Fig. 2). This locus contains at least 6 copies olfactory receptor-like sequences, organized in grossly three larger repeating units in the same orientation. Blocks of several hundred to several thousand base pairs are highly conserved (>95% identity in nucleotide sequences) among these repeating units. However, the relative positions of these blocks were shuffled to different places.

**Figure 2:**
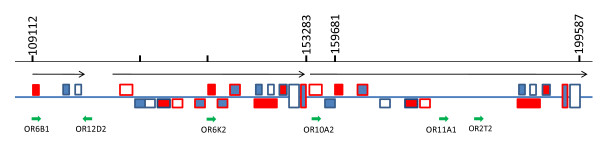
**Organization of CNV region at locus 17 located on GGA 10 (Chr10: 125113-157964)**. A block of sequence (Chr10:125051-149999) was aligned with chicken genome assembly build 2.1 using BLAT algorithm at UCSC genome database. Numbers at the top of the graph represent nucleotide positions in the chicken genome assembly. Long arrows indicate higher order repeat organization and orientation. Short green arrows indicate orientation and location of human olfactory receptor homologs aligned to GGA 10. Symbols of the same style (line color and fillings) on the same side of the blue line represent sequence blocks sharing >95% identity.

The *CD8α *locus on GGA 4 is also organized in a complex way. Although it is known to be polymorphic among breeds [48], we did not anticipate such complex and extensive variations as revealed by qPCR. Other loci examined also show more or less complexity.

### Functional implications of chicken CNVs

Among the high confidence CNV loci, at least 15 loci involve partial or entire functional genes. Many of these functional genes have paralogs in the chicken genome. For example, CNV locus 5 on GGA 1 (Chr1: 165880299-166002720) encodes a zinc finger RNA binding protein (ZFR). 

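Locus 5 (36 probes, 165880299 to 165992646) was gained at 1.32 ± 0.15 in females (SD, n = 4) and lay at 0.14 ± 0.05 in males (SD, n = 5). All 4 females exceeded all males (difference 1.17, exact permutation p = 0.0159, two-sided). Within the lower and higher ranges of array numbers the difference was 1.01 and 1.24. Bird #2916 lay at 0.48. Segments of 110 to 120 kb were called in the females #5849, #6191, #6870 and #6884, and a segment of 112 kb at 0.50 in #2916. The reach up to 166002720 was found in #5849.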

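On Z, the ZFR interval held 16 probes (9105011 to 9142993). Relative to the median of Z, it lay at 0.14 ± 0.04 in females (SD, n = 4) and 0.02 ± 0.11 in males (SD, n = 5). The difference of 0.12 had an exact permutation p of 0.0794 (two-sided). No bird was beyond 0.3, and #2916 lay at 0.09.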

In the chicken, a second copy of *ZFR *is located on Z-chromosome (chrZ: 9,104,112-9,144,261). Locus 17 (chr10: 125113-157964) involves an olfactory receptor 6K1 (OR6K1)-like sequence.

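Locus 17 (7 probes) was gained beyond 0.3 in 9 of 10 birds, most in broiler #6262 at 1.28 (SE over probes 0.20). Leghorns lay at 0.95 ± 0.14 (SD, n = 4), the Rhode Island Reds at 0.33 and 0.34, and broiler #2916 at 0.05. Segments were called in #6262 (32.9 kb at 1.28) and in #6951 (40.2 kb at 0.72). With the median over probes in place of the mean, 6 birds were beyond 0.3. The SE over the 7 probes reached 0.54 in #1003.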

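CHRM2 on GGA1 (locus 4, 59885173 to 59917866, 14 probes) was lowest in Leghorns #6953 at -0.76 (SE over probes 0.17) and #6951 at -0.67 (SE 0.15). Both had the smallest p that random windows can give. Leghorns #6870 at -0.57 (SE 0.14) and #6884 at -0.49 (SE 0.12) were also beyond -0.3, with adjusted p of 0.00204 and 0.0028. No segment at CHRM2 passed the threshold of 0.3.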

The CNV at *CHRM2 *locus (locus 4) was observed in two of the Leghorn birds. *CHRM2 *is one of the five muscarinic acetylcholine receptor genes that play important roles in numerous physiological functions including higher cognitive processes such as memory and learning [49]. EST and other sequence data indicate that the chicken *CHRM1*, *4 *and *5 *are located on chromosome 5, while *CHRM2 *and *3 *are mapped to chromosomes 1 and 3 respectively. Our aCGH data suggest the loss of *CHRM2 *copies in Leghorn chickens. 

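All 4 Leghorns were below all broilers at CHRM2, with -0.62 ± 0.12 (SD, n = 4) against -0.35 ± 0.14 (SD, n = 4). The difference of -0.27 had an exact permutation p of 0.0286 (two-sided) but an adjusted p of 0.216 from limma over 96 loci. It was -0.40 within the lower range of array numbers and -0.09 within the higher range. Broilers #2916 (-0.33), #5849 (-0.44) and #6191 (-0.46) and Rhode Island Red #1003 (-0.32) were beyond -0.3 as well. In all, 8 of the 10 birds were, or 6 when compared with the flanking 100 probes on each side.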

Analysis of chicken whole genome assembly has not found any evidence that *CHRM2 *locus involves a recent duplication. Thus, deletion of *CHRM2 *is more likely the scenario in the Leghorn birds.

According to the May 2006 chicken (*Gallus gallus*) v2.1 draft assembly, the chicken *AKR1B *locus contains 4 consecutive copies of *AKR1B *organized head-to-tail. Although all copies appear to be transcribed since ESTs were found for all of them, the telomere-proximal copy appears to be more actively transcribed, as evidenced by the greater number of ESTs found for this copy. The four *AKR1B *copies share 80-92% amino acid residues. However, the telomere-proximal two copies are less similar from each other as well as from the two centromere-proximal copies in intron sequences. The two centromere-proximal genes contain large blocks of sequences similar to each other, including introns. In vertebrates, each species has several *AKR1Bs *that are expressed in most tissues [50]. The AKR 1B subfamily catalyzes the reduction of aldehydes [51]. Members of aldose reductase (AKR1B7, AKR1B10) may regulate fatty acid synthesis [52,53].

An EST was found to be derived from CNV locus 13. The sequence have been predicted to be a CD8α- like messenger RNA -*RHACD8*, which was shown to be expressed in spleen [48]. We seek to determine whether the copy number variation could affect the level of *RHACD8 *transcript. Spleen RNA levels of *RHACD8 *and *CD8α *were examined in five broiler and five Leghorn females with RT-qPCR in two separate experiments (one with standard curve method and one with 2^-ΔCt ^method, Fig. 3). RNA levels determined with 2^-ΔCt ^method were highly correlated with those determined with standard curve method (r = 0.88 for *RHACD8 *and r = 0.96 for *CD8α*). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and β-actin mRNAs were examined as controls. Levels of β-actin mRNA varied remarkably among these chickens (data not shown). GAPDH mRNA levels were less variable (Fig. 3B), though bird # 5994 showed much higher level of *GAPDH *transcript. CD8α mRNA level appeared to be correlated with the level of *RHACD8 *transcripts (r = 0.64, or 0.56), at a marginal statistical significance (*P *= 0.045 or 0.08). But there was no evidence of correlation between levels of *RHACD8 *transcript and DNA copy number (*P *> 0.05, Fig. 3).

**Figure 3:**
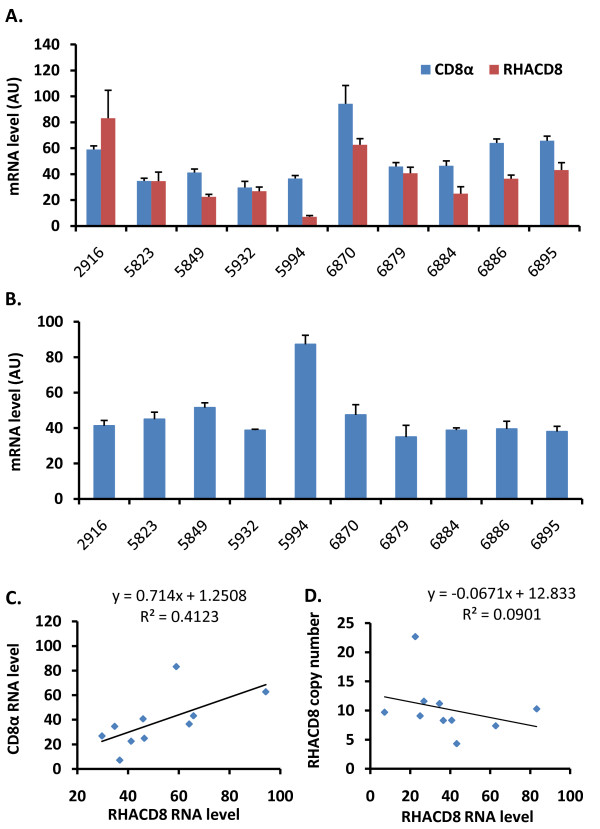
**Relationship between copy number and transcript levels at *RHACD8 *locus**. (A) Plot of spleen *CD8α *and *RHACD8 *mRNA levels. Spleen RNA samples were isolated from adult broilers and Leghorns. (B) Plot of GAPDH mRNA levels in spleen of the same 10 chickens. (C) Pearson correlation between *CD8α *and *RHACD8 *mRNA levels. (C) Pearson correlation between *RHACD8 *mRNA level and of *RHACD8 *DNA copy number.

### Comparative genomics of chicken CNVs

Since the platforms for CNV detection vary from species to species, much of the information cannot be compared directly across species. However, similarities can be found among studies using species-specific NimbleGen tiling arrays [13,16,19,54]. The NimbleGen mammalian arrays usually have a greater median probe space (5 kb) than the chicken array (2.6 kb). Accordingly, the average CNV sizes detected in mammals are larger than in chickens. However, the CNV calls in each individual are comparable among mouse, dog, and rhesus macaques [54]. Because the human genome was studied more extensively, up to 18.8% of human genome have been found in CNV regions [55]. Lower CNV coverage was found in other species. Our current data showed that chicken DNA sequences residing in CNV regions account for 1.34% of the genome, similar to that found in rat [19]. However, it is likely a significant underestimation of real CNVs in chickens, since a limited number of individuals have been surveyed. Furthermore, due to the incompleteness of the chicken genome assembly, a significant portion of the genome was not surveyed. The entire W chromosome was excluded from the analysis, and all probes that were assigned to ChrUn and chromosome-random were also excluded.

Out of thirteen chicken-turkey CNVs reported by Griffin et al, [23], three loci overlapped with our high confidence CNVs and four loci overlapped with our CNVs of single observation. These data suggest that some of our single observations are true CNVs. The overlapping loci have size disagreement between Griffin's and our study, possibly due to the use of different references. Red jungle fowl was used as the reference by Griffins *et al*, while a Cornish Rock broiler bird was used as the reference in our study. The discrepancy may be attributable to non-recurrent rearrangement. Apparently, larger populations need be examined to obtain a comprehensive picture of chicken CNV.

It is conceivable that lost DNA segments tend to be small in size and non-coding, while large CNV regions tend to emerge from gain of DNA and involve more functional genes, because large segment loss may be detrimental when these alleles are homozygous. Similar observations were also found in other species [2,56]. A significant number of CNVs involves members of paralogs. This can be explained by the fact that paralogous genes may compensate for lost copies. Similarly, a significant enrichment of CNVs in segmental duplications was found in the mouse [18].

It appeared that aCGH method tends to report larger segments being involved in the duplication/deletion than they really are. For example, the aCGH reported the involvement of 190 kb in the duplication of the *K *locus on Z chromosome. 

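At PRLR, within the K region of Z, segments of 192 kb in broiler #5849, 182 kb in Leghorn #6870 and 175 kb in Leghorn #6884 were called as losses relative to the median of Z. Their means were -0.41, -0.38 and -0.40. They started at 9965426, 9980276 and 9967876 and ended at 10157627, 10162525 and 10142595. No gain was called there in any of the 10 birds. The males lay near the male reference #6281, so the ratios do not tell fewer copies in these females from more copies in the males and the reference alike.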

Detailed studies by Elferink et al [47] showed this duplication involves only 176 kb. This discrepancy is consistent with recent report that most CNVs are smaller in size than revealed by larger probe spacing [57].

It is of major interest to map the impact of CNVs in relation to disease, immunity, and agricultural traits. It has been shown that some CNVs contribute to phenotypic variations while others are amenable for genome-wide association study for their influence on genetic disease or disease susceptibility. Nevertheless, large amount of putatively functional sequences, including protein coding sequences and conserved non-coding sequences, fall within or flank CNVs. In humans, although most CNVs were detected in apparently "healthy" individuals, many CNVs may have subtle, quantitative or late-onset phenotypic implications [58]. Functional attributes of the currently known CNVs are remarkably enriched in genes involved in environmental molecular interactions, including cytochrome p450 genes, immunoglobin-like receptors, defensins [59]. CNVs may affect phenotype by altering transcriptional level of genes within or adjacent to CNVR and subsequently alters translation levels. Such transcriptional and translational changes have already been demonstrated [60,61].

## Conclusion

The chicken genome was examined for chromosomal segmental copy number variations with whole genome tiling arrays. Twenty six high confidence CNVs that were observed in two or more birds and seventy CNVs that were observed once were identified. The majority of the high confidence CNVs was shared across breeds (broiler, Leghorn, and Rhode Island Red). Fifteen CNV loci involve functional genes, or spliced EST coding sequences. Although CNVs that were observed once require further confirmation, some of them represent true CNVs.

The mapping of CNVs in chicken could provide new opportunity for understanding genomic variation and related phenotypic characteristics. This mapping will also contribute to association studies in effort to map traits of economic importance.

## Methods

DNA samples: Blood samples were collected from 3 strains of chickens (Cornish Rock broiler, Leghorn and Rhode Island Red) with 0.5 M EDTA and stored at -20°C until DNA isolation. Leghorn and broiler birds (commercial generation) were purchased from Ideal Poultry (Texas, USA). Rhode Island Red birds were purchased from Murray McMurray Hatchery (Iowa, USA). DNA was isolated with DNeasy genomic DNA isolation kit or phenol chloroform extraction. All DNA samples for array hybridization were analyzed with agarose gel electrophoresis and spectrophotometry. DNA concentrations were measured with NanoDrop spectrophotometer (NanoDrop Technologies, Willmington, DE). Ten samples (4 Leghorns, 4 broilers and 2 Rhode Island Reds) were analyzed with array CGH and twenty three samples were analyzed by qPCR. In addition, a broiler male was used as the reference for all aCGH analysis. The use of animals was approved by Tennessee State University Institutional Animal Care and Use Committee (IACUC).

Hybridization: ACGH was carried out using whole genome tiling array galGal3_WG_CGH. This array platform was designed from the chicken genome build 2.1 from UCSC genome database (2006). The array contained 385,000 probes of 50-75mer. 

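The PRLR locus held 69 probes in 192 kb, the RHACD8 locus 42 in 175 kb, and the AKR1B interval 10 in 30.0 kb. Over the 375153 probes on assigned chromosomes, including Z, the mean distance between neighbouring probes was 2741 bp and the median 2502 bp. At 1692 places it was more than 10 kb.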

The mean probe spacing was 2557 bp and the median probe spacing was 2586 bp.

Each test DNA sample, labeled with Cy3, was co-hybridized with the reference male broiler sample (labeled with Cy5). The hybridization and initial data analysis (normalization and segmentation) were performed by NimbleGen Systems Inc (Madison, WI, USA). Segmentation analysis was performed with NimbleScan 2.4 software (segMNT algorithm). NimbleGen has provided literature package describing the technical specifics http://www.nimblegen.com/products/lit/lit.html. Criteria for CNV calls were similar to Chen *et al *[13] and Graubert *et al*. [16]. Segments of five or more probes with mean log_2 _ratio shift from baseline greater than +/- 0.3 were flagged as candidate CNV. 

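At locus 12 the mean of 5 probes was at least 0.79 below the baseline in every bird, but no segment was called. At PRLR a segment of 69 probes was called at -0.41 in #5849. Simulated shifts were placed in probe values of 1 array in random order to show what the calls recover. At 5 probes, 0% of shifts of 0.75 and 10% of shifts of 1 were called. At 20 probes, 20% of shifts of 0.5 and 95% of shifts of 0.75 were called, and at 50 probes 100% of shifts of 0.5. There were 0 false calls among 375153 probes. Random order removes trends along the chromosomes, so false calls from such trends could not appear in this count.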

Probes from uncertain chromosomal loci (Chr#-random and ChrUn-random in the UCSC database) and from W chromosome were removed from the results. 

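Probes of chr20_random, W and other sequence without a certain place numbered 9849. The calls and lengths given for CNV loci leave them out. They were used only for sex differences.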

Raw aCGH data for this study have been deposited to GenBank GEO database under accession GSE19469 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE19469.

QPCR: PCR primers were designed using Primer Express 2.0 (Applied Biosystems, Carlsbad, CA), Sequences of the primers are available in Additional file 4, Table S2. All qPCR assays were conducted using SYBR GreenER qPCR kit (Invitrogen, Carlsbad, CA). Reaction was done in 20 μl containing 20 ng of genomic DNA (approximately 16,000 copies), 0.4 μM of each primer. Thermal cycles were: 1 cycle of pre-incubation at 50°C for 2 min and 95°C for 8 min, 35 cycles of amplification (95°C for 15 s and 60°C for 60 s). Primers were validated by melting curve analysis, amplification analysis, standard curve, and no-template control reactions. For standard curve analysis, one DNA sample was serial diluted to 10, 20, 40 and 80 ng/μl, and measured again with spectrophotometer. Each concentration was analyzed in quadruplicates with qPCR to determine amplification efficiency. These assays showed amplification efficiencies between 112.4% and 132.7%, and correlation coefficients between 0.971 and 0.990. For melting curve analysis, PCR product of each primer set showed a single melting peak. Two separate qPCR assays were performed to determine relative copy numbers for each of three CNV loci (*RHACD8*, *PRLR*, and *AKR1B*). The first assay tested 23 birds and relative copy numbers were estimated with 2^-ΔCt ^method after primer validation. The second assay was done essentially the same way for 20 birds (included in the first assay) except that standard curve was generated concomitantly in the same plate with 4 concentrations (80, 20, 10 and 2.5 ng/μl) and copy numbers were estimated based on standard curve. Efficiencies of the second qPCR assay were 78.7%, 94.8%, 91.3% 95.7%, for *PCCA*, *RHACD8*, *PRLR *and *AKR1B *loci respectively.

Each test genomic DNA was diluted in Tris-EDTA (10 mM TRIS-HCl, 1 mM EDTA) buffer to 10 ng/μl, assessed with qPCR in quadruple reactions. QPCR was performed with iCycler (Bio-Rad, Hercules, CA), 96-well plate (Bio-Rad, cat# 2239441) and optical adhesive film (Applied Biosystems, Part # 4311971). To avoid potential uneven heating of reactions at the edge of thermal block, perimeter wells of PCR plates were routinely avoided when possible. In the first qPCR assay, copy numbers were assigned using the relative method 2^-ΔCt^, where ΔCt is the threshold cycle difference between the test sample and an arbitrarily selected reference sample that was used as a standard. The reference was considered to have two copies (when the standard is an autosomal locus) or one copy (when a locus is on Z chromosome of a female). In the second qPCR assay, relative copy numbers were assigned by comparing the Ct values with standard curve and the amount of copies in 1 ng of reference DNA (assumed as one unit).

RT-qPCR: Spleen of adult broiler and Leghorn was removed immediately after sacrificing birds by cervical dislocation, briefly frozen in liquid nitrogen, and transferred to -80°C until RNA isolation. Total RNA was extracted with RNeasy kit (Qiagen, Valencia, CA). RNA concentration was determined with NanDrop and diluted to 25 ng/μl for transcript level analysis. An EST (GenBank accession CF255001) derived from CNV locus 13 (chr4:88,954,181-88,987,642) was used to design primers for transcript level analysis. RT-qPCR was carried out as described previously [62] with slight modifications using QuantiTect SYBR Green RT-PCR kit (Qiagen). To use iCycler equipment with the RT-PCR kit, fluorescein (Bio-Rad) was added to a final concentration of 10 nM. Equipment and plastics were the same as used in QPCR. Each reaction was carried out in 20-μl volume containing 50 ng of total RNA and 0.4 μM of forward and reverse primers. Reverse transcription was done at 50°C for 10 min, followed by 1 cycle of incubation at 90°C for 15 min, and then 35 cycles of amplification (95°C for 15 s and 60°C for 60 s). No amplification product was seen in no-template control reactions. Threshold cycles for no-reverse transcriptase control were at least 7 cycles greater than that for reactions with reverse transcriptase. Similar to qPCR assay on DNA, two separate RT-qPCR assays were conducted for *CD8α *and *RHACD8*: the first one with 2^-ΔCt ^method and the second one with standard curve method. RT-qPCR efficiencies for *CD8α *and *RHACD8 *primers, obtained by at least three reproducible standard curve analyses, were 96.3% ~ 97.5% and 80.1% ~ 106.2%, respectively, all with correlation coefficient > 0.99. The second RT-qPCR assay was performed for *GAPDH*, β-actin *CD8α *and *RHACD8*, concomitantly with standard curve. Efficiencies were 102.1%, 127.2%, 85.7% and 83.9% respectively. Levels of transcripts were expressed relative to the amount in 1 ng of total RNA in the reference sample.

## Abbreviations

aCGH, array comparative genome hybridization; AKR1B, aldo-keto reductase 1B; CD8α, CD8 antigen alpha chain; aCGH, array comparative genome hybridization; CHRM, cholinergic receptor muscarinic; CNV, copy number variation; CNVR, CNV region; EST, expressed sequence tag; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; Mb, million base pair; PCCA, propionyl coenzyme A carboxylase; PCR, polymerase chain reaction; PRLR, prolactin receptor; qPCR, quantitative real time PCR; RT-qPCR, quantitative real time reverse transcriptase-PCR; SNP, single nucleotide polymorphism; THRSP, thyroid hormone responsive spot 14; ZFR, zinc finger RNA binding protein.

## Authors' contributions

XW conceived, designed and performed experiment, analyzed data, wrote the manuscript. SN conceived, designed and performed experiment, analyzed data, wrote the manuscript. TKF performed DNA isolation, qPCR analysis and discussed manuscript. AB performed qPCR, RT-qPCR assay. NA managed animals and collected samples and discussed the manuscript. All authors read and approved the final manuscript, except NA, who passed away during the review.

## Supplementary Material

Additional file 1 **Fig. S1:** Examples of aCGH plot for 26 high confidence CNV. Click here for file

Additional file 2 **Table S1:** CNV loci observed once. Click here for file

Additional file 3 **Fig. S2:** Examples of likely false negative CNV occurrence. Click here for file

Additional file 4 **Table S2:** Primers used in the study. Click here for file

# Supplementary material for: An initial map of chromosomal segmental copy number variations in the chicken
**Source:** BMC Genomics. 2010 Jun 3;11:351. doi: 10.1186/1471-2164-11-351
**Supplement:** Additional file 1 — Fig. S1: Examples of aCGH plot for 26 high confidence CNV.

**Fig. S1. aCGH signal plot of high confidence CNV loci**

X-axis is the nucleotide position on chromosome shown on top of each panel. Y-axis is the log2 ratio of fluorescent intensity from aCGH. Letters at the end of the bird # indicate breed (R, Rhode Island Red; B, Cornish Rock broiler; L, Single Comb White Leghorn) and gender (M, Male; F, Female). Horizontal red lines indicate segmental mean Log2 ratio (note that some mean ratios on GGA 1 were not stably displayed in the plot due to software limitation).

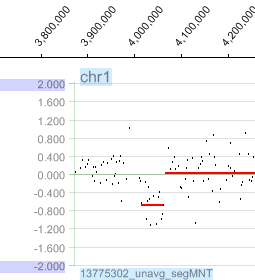

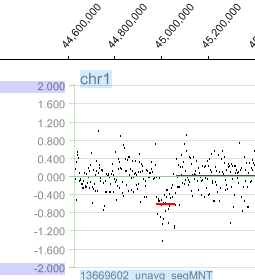

**Locus 1:** bird # 1007_RM **Locus 2:** bird # 5849_BF

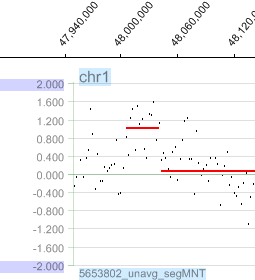

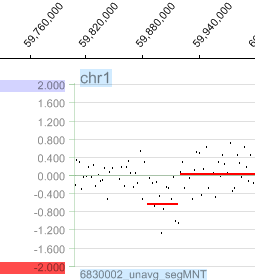

**Locus 3:** bird # 6191_BF **Locus 4:** bird # 6951_LM

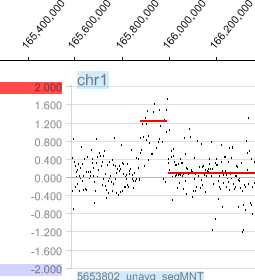

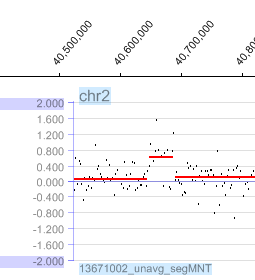

**Locus 5:** bird # 6191_BF **Locus 6:** bird # 6884_LF

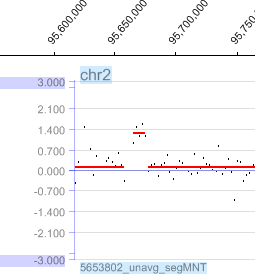

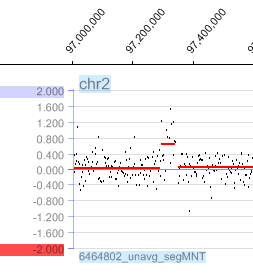

**Locus 7:** bird # 6191_BF **Locus 8:** bird # 2916_BF

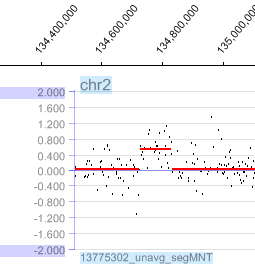

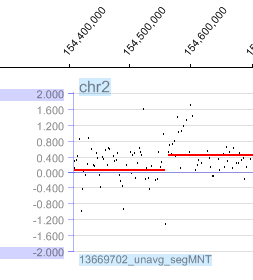

**Locus 9:** bird # 1007_RM **Locus 10:** bird # 6870_LF

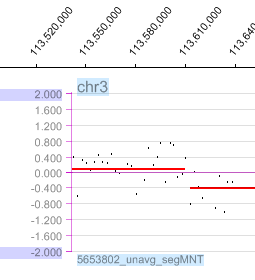

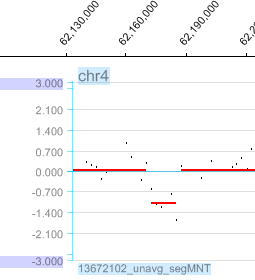

**Locus 11:** bird # 6191_BF **Locus 12:** bird # 1003_RM

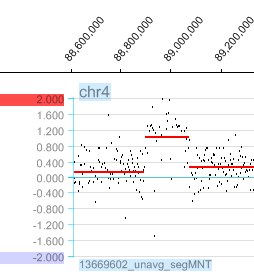

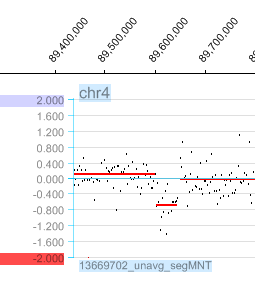

**Locus 13:** bird # 5849_BF **Locus 14:** bird # 6870_LF

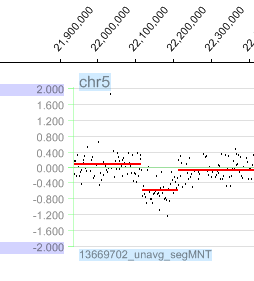

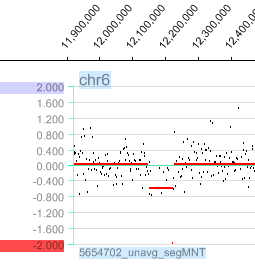

**Locus 15:** bird # 6870_LF **Locus 16:** bird # 6953_LM

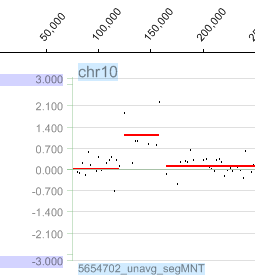

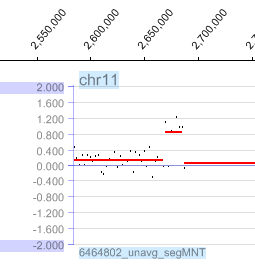

**Locus 17:** bird # 6953_LM **Locus 18:** bird # 2916_BF

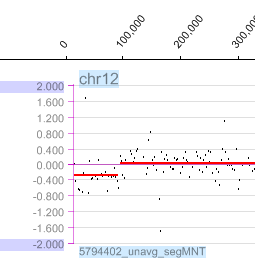

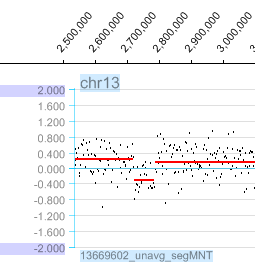

**Locus 19:** bird # 6262_BM **Locus 20:** bird # 5849_BF

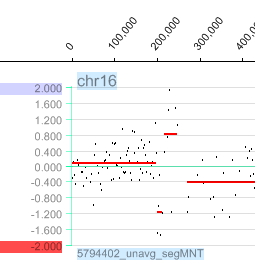

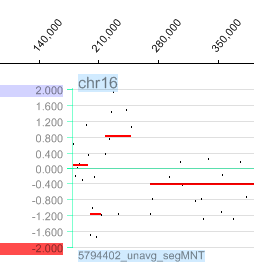

**Locus 21:** bird # 6262_BM **Locus 22:** bird # 6262_BM

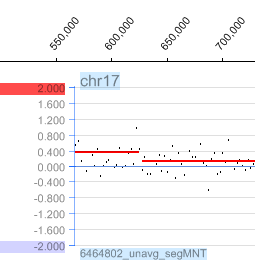

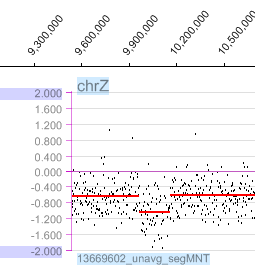

**Locus 23:** bird # 2916_BF **Locus 24:** bird # 5849_BF

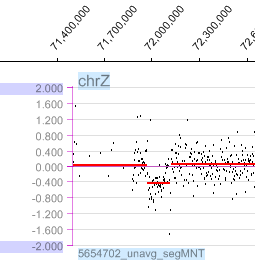

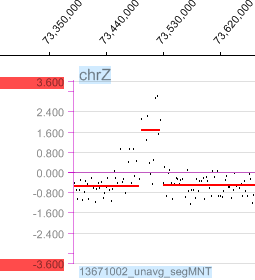

**Locus 25:** bird # 6953_LM **Locus 26:** bird # 6884_LF

# Supplementary material for: An initial map of chromosomal segmental copy number variations in the chicken
**Source:** BMC Genomics. 2010 Jun 3;11:351. doi: 10.1186/1471-2164-11-351
**Supplement:** Additional file 3 — Fig. S2: Examples of likely false negative CNV occurrence.

**Fig. S2. Example of likely false negative CNV occurrence (arrow head) on GGA 2 (A) and Z (B).** We noted that the significant baseline shift in four samples (13669602, 13669702,13671002 and 5653802) in B was due to female test DNA was hybridized against male reference DNA.

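The median log2 ratio of Z relative to autosomes was -0.67 ± 0.04 in females #5849, #6191, #6870 and #6884 (SD, n = 4). It was 0.00 ± 0.01 in males (SD, n = 5). The difference of -0.67 had an exact permutation p of 0.0159 (two-sided), the smallest that 4 against 5 birds allow. Within the lower and higher ranges of array numbers it was -0.64 and -0.67. A loss of 1 of 2 copies would give -1 without compression of the ratio. Bird #2916, whose array the legend does not name, lay at -0.34, between the sexes.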

How the deposited data were processed for this re-analysis (not part of the article)

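DNA of 10 chickens was compared with DNA of the male broiler #6281 on NimbleGen tiling arrays, 1 array per bird: 4 Cornish Rock broilers, 4 Leghorns and 2 Rhode Island Reds. Test DNA carried Cy3 and reference DNA carried Cy5. The authors' deposited files give, for each probe, the log2 signal intensity of each channel before and after qspline normalization by NimbleGen and the log2 ratio of test to reference from each. The deposited files of the authors also give the GC content of each probe as a fraction of its bases, without normalization. The normalized log2 ratio, which the authors' deposited series table repeats without any difference, was used throughout, and the log2 ratio before normalization served only to describe arrays. The deposited values carry no segments, so segments were found here. Positions are those of the galGal3 assembly. The files count positions from 0 and the paper's tables from 1, so 1 was added. With this shift, the number of probes equalled the paper's at 70 of 70 intervals of Table S1, and the mean log2 ratio before centring lay within 0.000246 of the paper's at all of them.

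Of the 385002 probes, 375153 lie on assigned autosomes or Z, and 9849 lie on W, random or unplaced sequence and were left out of the CNV calls as in the paper. Each array was centred on the median of its 347895 autosomal probes. For loci on Z, the median of the Z of the same array was the baseline. Segments were found for each bird and chromosome by penalised least squares with an optimal search and a penalty of 4 times the noise variance times the natural logarithm of the number of probes. Noise was estimated from differences between neighbouring probes. A segment became a call when it held 5 or more probes and its mean lay more than 0.3 from baseline, the criteria of the paper. The shortest segment allowed in the search was changed from 5 probes to 2 after the number of calls with 5 had been seen. Calls of different birds that overlapped by 1 bp or more were merged into 1 locus. Lengths of losses and gains were compared by the difference in mean log10 length with a permutation test of 100000 resamples, or exactly where a group had under 10 calls.

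For each interval of Table 1 and Table S1, the value of a bird was the mean log2 ratio of the probes inside it minus baseline. Values of Table 1 were set against 10000 random windows of as many probes on the same array, with Benjamini-Hochberg adjustment over 260 pairs of locus and bird. The paper drew these intervals from calls in the same arrays, so the random windows give no independent test of them. An array has no replicate, so an SE over probes describes the probes of 1 array only. Sexes and breeds were compared with two-sided exact permutation tests. They were also compared with limma over the 96 intervals of both tables (Leghorns minus broilers, with all 3 breeds in the fit) and over 196 units of W, random and unplaced sequence (females minus males, in windows of 50 probes for the largest). A comparison of females with males over 34775 windows of 10 autosomal probes was added after the values by sex at Table 1 loci had been seen. The threshold was an adjusted p of 0.05. The tests assume that the birds of a breed are independent, and the family relations of the birds were not used here.

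Bird #2916 is labelled female in the samples and in the legend of Fig. S1, but the legend of Fig. S2 names the arrays of 4 females and not its array, and the text counts 2 female broilers. It was therefore left out of both sexes and is given by itself. The sample labels and the paper give no hybridization batch, so the ranges of array numbers (2 ranges of 5 arrays) stand in for one. All arrays share 1 reference bird, so a variant of the reference cannot be told from the same variant in every test bird.

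The named loci were set before the data were examined: every locus of Table 1, each locus that the Results name, the 5 units with the largest difference in each direction past the threshold in the breed and sex comparisons, and the 5 largest gains and losses of Table S1. The values printed in the paper's tables had been read by then. Alternatives set before the data were examined were thresholds of 0.25 and 0.4, a minimum of 10 probes, no centring, a baseline per chromosome, a penalty of 8, merging only at an overlap of at least 0.5 of the shorter call, the median over probes, a local baseline from 100 probes on each side, other groupings of bird #2916, other breed models, windows of 20 probes, and leaving out each bird. Chosen after seeing the data were a penalty of 2, segments of at least 5 probes in the search, a term for the range of array numbers, and removal of the GC trend. The last was a quadratic regression of the log2 ratio on the GC content of the probe and on the mean GC content of 101 neighbouring probes, fitted to each array.

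The steps were tested on simulated data. Shifts of 0.5, 0.75 and 1 were placed in probe values of 1 array in random order, 20 of each size. Segmentation recovered 0%, 0% and 10% of them at 5 probes, 0%, 15% and 65% at 10 probes, 20%, 95% and 100% at 20 probes, and 100% of each at 50 probes, with 0 false calls. Random order removes trends along the chromosomes, such as that of GC, so false calls from them were not tested. The breed comparison over 96 intervals recovered 60% of differences of 0.5 and 100% of differences of 1, with 0 false among 76 unchanged. The sex comparison over 196 units recovered 100% of both sizes, with 0 false among 156. The comparison over 34775 autosomal windows recovered 95% and 100%, with 8 false among 34575. In these 3 simulated comparisons the noise was drawn independently for each unit and bird. False calls from trends shared across an array could therefore not appear in these counts. The SD of probe noise was 0.269 to 0.359 per array, and the number of arrays limits the precision of every group value. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used, with R 4.3.3 and limma 3.58.1. The quantitative PCR of the paper was not analysed here.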

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

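The tests of W sequence, of array numbers and of bird #2916, the comparison over autosomal windows and the counts over other splits of the birds were chosen only after the results had been seen. The test of the GC trend at loci 5, 7, 8 and 26 was set before its result was seen. A bird was set apart when its gap to the nearest other bird of its group was wide for the range of the group. Chance sets apart about 1 in 20 groups.

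Sequence that the paper left out, apart from chr20_random, differed between the sexes. Of 196 units of W, random and unplaced sequence, 103 passed in limma, 75 higher in females and 28 lower. When the GC trend was removed, chosen after seeing the values, 85 passed, 28 higher and 57 lower, so the prevailing direction turned. The largest differences were 1.31 at chr20_random (adjusted p = 1.37e-13), 1.23 on W (4.18e-13) and 1.20 on W_random. Windows of chrUn_random followed with 0.65 (36935156 to 37202893) and 0.64 (40260115 to 40592706). Lower in females were Z_random at -0.56 (adjusted p = 1.76e-09) and windows of chrUn_random at -0.42 (31885023 to 32117609), -0.41 (32120328 to 32375468), -0.34 (31565417 to 31862727) and -0.33 (35507842 to 35695063). All differences are of 4 females against 5 males. Of 100 splits of the birds, the real one included, 1 gave as many units as 103. The units hold W, W_random and Z_random, which were bound to differ by sex. The GC trend of the arrays was also uneven between the sexes. Over bins of 100 autosomal probes, the mean correlation of log2 ratio with GC was 0.59 in females and -0.06 in males. The count therefore excludes neither chance nor this trend for single units or for their direction. The highest other split gave 68. That split sets 4 of the 5 males against the other birds. The split by the range of array numbers gave 0, and with the range as a term in the model 101 units passed.

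Females were above males at loci 5 (ZFR), 7, 8 and 26 of Table 1, by 0.82 to 2.26. The largest, at locus 26, is relative to the median of Z, which lay at -0.67 in females and 0.00 in males. Against autosomes, the baseline of the other 3 loci, it would be smaller. Over 34775 windows of 10 autosomal probes, 15 passed the sex comparison in limma, 14 higher and 1 lower in females. Of these, 7 lie in loci 5, 7 and 8, 3 in intervals of Table S1 and 5 in neither. An array batch is argued against by the difference within each range of array numbers, at least 0.80. The GC trend is argued against by the difference after its removal, at least 0.90. W sequence that the array design places elsewhere could only add copies in females. Of the 8 windows outside the loci of Table 1, 7 (87.5%) were higher in females, too few to tell from an even share (95% binomial interval 47.3% to 99.7%), and with the GC trend removed 1 of 2 was, so this stays open, as do other differences between the sexes, which were not tested. Since loci seen before prompted this comparison, other splits of the birds were judged on the 34710 windows outside the loci of Table 1. Adjusted among themselves, 3 of these passed, 2 higher and 1 lower in females, and 3 of 100 splits gave as many, the real one included. The comparison was chosen after the values had been seen, and sex is uneven over the ranges of array numbers. Chance can therefore not be excluded for these 3 windows. The highest other split, by the range of array numbers, gave 269, which points to a structure of the arrays. Over all windows 2 of 100 splits gave as many as 15, the real one and that by range (236), but this count holds the loci that prompted it. With that range as a term in the model 12 windows passed, 11 higher in females and 1 lower.

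The window lower in females lies on GGA1 from 60485065 to 60507861, with a difference of -0.64 (adjusted p = 9.59e-06, 4 females against 5 males). It falls in the interval of SUT-1 that Table S1 lists for #5849. Over that interval females lay at -0.61 ± 0.16 (SD, n = 4) and males at -0.02 ± 0.07 (SD, n = 5).

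Bird #2916 stood apart in the log2 ratio before normalization, with a median of 1.64 against 0.37 to 0.48 in the other broilers and 0.17 to 0.62 in all other birds. It lay between females and males on Z, on chr20_random, on W and at loci 5, 7, 8 and 26, at a median of 0.434 of the female mean. The share ran from 0.364 at locus 5 to 0.660 at locus 8. A male under a wrong sex label is argued against by its Z, at -0.34, since males lay between -0.01 and 0.02. At 7 autosomal windows shifted the same way in all other birds, its slope was 0.32 (SE 0.10), whereas the others had slopes of 0.75 to 1.10. At these windows compressed log2 ratios would give such a slope, and DNA of another male mixed into the sample would not. Other loci went both ways. Against the flanking probes, #2916 was little compressed at locus 12, at -0.77 (others -1.12 to -0.80), and at locus 18, at 0.75 (others 0.08 to 0.88). At locus 17, however, it lay at -0.03 (others 0.33 to 1.32). Relative to the autosomal median, it lay at -0.02 in the ITGA9 interval of GGA2 (others -0.78 to -0.37). In a non-coding interval of GGA7 it lay at -0.24 (others -0.59 to -0.34). Compression over the whole array and DNA of another male therefore both stay open. Admixture of the reference DNA, which would also lower the slope, stays open, and no biological explanation was tested.

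Breeds differed at single loci. Leghorns were below broilers by -0.74 at locus 3, -0.95 at RHACD8 (locus 13), -0.44 at CDKN2A and MTAP (locus 25) and -0.58 at AKR1B, each with an exact permutation p of 0.0286, the smallest possible. In limma over 96 intervals only locus 3 passed, and 4 loci did with the range of array numbers as a term. Of 35 splits of the 8 birds, 3 gave 1 or more loci, the real one included, so chance cannot be excluded. The highest split gave 5 loci and sets the females #5849, #6191, #6870 and #6884 against the other birds. Within the lower and higher ranges of array numbers, locus 3 differed by -0.76 and -0.58.

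Single birds stood apart from their group at further loci. Among females, #6191 was highest at locus 26 at 2.35 (others 2.24 to 2.26). Among males, #6953 was lowest at locus 8 at -0.11 (others 0.04 to 0.09). Among Leghorns, #6951 was highest at locus 3 at 0.087 (others -0.12 to -0.10), at locus 12 at -0.79 (others -1.12 to -1.06) and at locus 14 at 0.11 (others -0.82 to -0.67). Leghorn #6870 was highest at the zinc finger protein of locus 21, at 0.27 (others -1.31 to -1.23). In all, 8 of 81 groups had a bird apart, where chance gives about 4.05.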

How the results depend on the processing

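The tests with the GC trend removed, with a penalty of 2, with segments of at least 5 probes in the search and with a term for the range of array numbers, and all settings of the comparison over autosomal windows, were chosen only after the results had been seen. The other settings were set before.

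The lower Z, the higher chr20_random and the lower PRLR locus of females kept their direction and an exact permutation p under 0.05 in every setting tried. Leaving out 1 bird at a time, the difference of Z ran from -0.68 to -0.65, that of chr20_random from 1.29 to 1.35 and that of PRLR from -0.38 to -0.31 (highest p 0.0357). The balance of direction in unplaced sequence and the sign at GGA25 in #5849 turned with the GC trend removed, as given with their values. Among the main results, 179 alternative values were computed and 140 of them kept their direction and side of the threshold, or stayed within 1.5 times or 1 SD. Without the settings that leave out a bird this was 54 of 85. At single loci of Table 1, 137 of 156 counts of birds beyond 0.3 stayed within 1.5 times and 19 moved. Among these, PRLR was beyond -0.3 in 3 birds, in 5 without centring, in 2 with the GC trend removed and in 1 at a threshold of 0.4. SCRIB, with 1 bird, had 0 with the median over probes, with a local baseline, at a threshold of 0.4 and with the GC trend removed.

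The number of calls followed the segmentation. With a penalty of 8 there were 3.7 calls per bird, 14 loci and 6 loci in 2 or more birds. With a penalty of 2 there were 37.5, 240 and 52, and with segments of at least 5 probes in the search 18.2 and 118, with 23 loci in 2 or more birds. Without 1 bird, calls per bird ran from 8.89 to 11.1, loci from 42 to 51 and loci in 2 or more birds from 15 to 17.

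The total length of 6.49 Mb was 26.7 Mb at a threshold of 0.25, 3.12 Mb at 0.4, 93.5 Mb without centring, 3.80 Mb with a baseline per chromosome, 1.93 Mb with a penalty of 8, 17.9 Mb with a penalty of 2 and 2.70 Mb with the GC trend removed. Without centring, the Z of females counts as a loss by construction. Without 1 bird, the length ran from 3.82 Mb (without #6870) to 6.49 Mb. The difference in length between losses and gains, -0.61, missed a permutation p of 0.05 at a threshold of 0.4 (-0.14), with a baseline per chromosome (-0.29), with a penalty of 8 (-0.60), with the GC trend removed (-0.26) and without #6870 (-0.35, p = 0.0738), and ran from -0.66 to -0.35 without 1 bird. Over the intervals of Table S1 it was -0.49, but 0.09 (permutation p = 0.462) among the 25 losses and 17 gains that stayed beyond 0.3 with the GC trend removed. In that setting calls of #6870 fell from 20 to 12 and its gains from 14 to 5, and #6953, with 13 calls, had the most. A penalty of 8 left 8 loci in 1 bird for this test. For the other settings the cause was not tested.

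The shift of GGA25 in bird #5849, 0.27, was -0.014 with the GC trend removed. Of the 96 intervals, 1 differed between breeds, and 2 did with the median over probes, 2 with a local baseline, 3 with sex as labelled in the model, 4 with the range of array numbers in the model and 2 with the GC trend removed. With Table 1 alone, 3 of 26 loci passed, where fewer loci share the adjustment. With only broilers and Leghorns in the fit 0 passed in limma, with 9 at an unadjusted p under 0.05. Without 1 bird the number ran from 0 (without #6191, #6870, #6884, #6951 or #6953) to 2 (without #5849), and it was 1 without #2916 or #6262. The cause was not tested.

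Of 196 units of unplaced sequence, 103 differed between the sexes, and 55 did with the median over probes, for which the cause was not tested. With windows of 20 probes 222 of 461 units did, where more units were tested. With the GC trend removed 85 did, but 28 of these were higher in females and 57 lower, against 75 and 28 in the main setting. Without 1 bird the number ran from 96 to 116. Over autosomal windows, 15 passed, and 9 passed with the GC trend removed, a change whose cause was not tested. Outside the loci of Table 1, 3 did, where the loci that held 7 of the 15 were left out and the rest was adjusted anew.

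The values of the series table are identical to those of the single arrays, so they gave no separate setting, and segments made by the authors were not used here. No paired test was possible because the birds form no pairs. What the number of probes limits is the calling of short intervals: shifts at 5 probes were mostly missed in simulated data.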

Differences from the paper's values

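The settings with a penalty of 2, with segments of at least 5 probes in the search and with the GC trend removed were chosen only after the values had been seen. The other settings named here were set before the data were examined. All counts of CNVs use the paper's thresholds of 5 probes and 0.3, except where a setting changes them, but the segments were found by another method than the paper's. A value is said to come near the paper's when one is at most 1.5 times the other, or when they differ by less than the SD between birds (calls per bird, 6.16). Coming near does not mean that the values are equal.

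The paper gives 17 CNVs per bird, and 10 were found here. The number came near the paper's at a threshold of 0.25 (12.0) and without centring (15.0), and barely without #1007 (11.1), but not without any other bird, at a threshold of 0.4, with a minimum of 10 probes, with a baseline per chromosome or with a penalty of 8. The paper's 96 loci stand against 51, and of the settings made before the data were examined only a threshold of 0.25 (65) came near. The paper's 26 loci in 2 or more birds stand against 17, and the number came near at a threshold of 0.25 (20), without centring (19) and with a baseline per chromosome (18). It did not at a threshold of 0.4, with a minimum of 10 probes and with a penalty of 8. For the paper's 70 loci in 1 bird, 34 were found, and none of the settings made before the data were examined came near. Leaving out 1 bird brought none of these numbers of loci near. Requiring more overlap to merge calls changed none of these numbers.

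Segments of at least 5 probes in the search, chosen after seeing the values, gave 18.2 calls per bird, 118 loci, 23 loci in 2 or more birds and 95 in 1 bird, all near the paper's. That setting left 6 of the 26 loci of Table 1 and 47 of the 70 intervals of Table S1 without a call, against 7 and 50 in the main setting.

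The paper's total length is 16 Mb and 6.49 Mb were found. No setting made before the data were examined came near (1.93 to 93.5 Mb), nor did leaving out any bird. A penalty of 2, chosen after seeing the values, came near with 17.9 Mb and left 1 locus of Table 1 and 34 intervals of Table S1 without a call. The paper counts 29 losses among CNVs of 1 bird and 15 were found, with no setting coming near. The paper's median length of such losses is 30 kb and 17.5 kb was found. It came near with a baseline per chromosome (23.8 kb), without #5849, #6870 or #1003 (23.8 kb each) and without #6951 or #6953 (30.1 kb each), but not without any other bird, at thresholds of 0.25 or 0.4, with a minimum of 10 probes, without centring or with a penalty of 8. It also did with a penalty of 2 (20.1 kb) and with the GC trend removed (30.1 kb), both chosen after seeing the values, and the latter left 7 loci of Table 1 and 58 intervals of Table S1 without a call. The paper's median length of gains is 67 kb and 163 kb was found, which came near only without #6870 (46.0 kb). Over the intervals that the tables list without coding sequence, the length is 2.28 Mb and the paper's is 5.1 Mb, which no setting here changes.

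At 21 of the 26 loci of Table 1 the number of birds beyond 0.3 was not the paper's number of observations. At 6 of these, loci 1, 2, 3, 5, 24 and 25, it was within 1.5 times of it, and at the other 15 it was further away. The paper gives 2 birds, and 8 were found at locus 4 (CHRM2), 4 at locus 6, 1 at locus 10 (SCRIB), 4 at locus 11 (MRPL19), 10 at locus 12, 9 at locus 17, 1 at locus 19, 7 at locus 21, 0 at locus 23 (PRF1) and 5 at locus 26. The paper gives 3 birds, and 5 were found at locus 14, 5 at locus 16, 9 at locus 18 and 9 at locus 20. At locus 7 the paper gives 4 birds and 7 were found. A threshold of 0.4 brought the count within 1.5 times of the paper's, though not to it, at loci 6 (3), 7 (5), 11 (3) and 16 (2). The median over probes did so at locus 6 (3) and gave the paper's count at locus 16 (3), and no centring came near at loci 11 (3) and 16 (4). A threshold of 0.25 and a local baseline came near at none, and the other 11 loci stayed apart in all of these settings. With the GC trend removed, chosen after seeing the values, 3 birds were beyond 0.3 at locus 11, which is near. The paper's numbers count segments, whereas these are means over the printed intervals.

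At 14 intervals of Table S1 the log2 ratio after centring differed from the paper's by more than its SE over probes. In the order paper's value and value found, these are 0.38 and 0.35 at KLGDC3, 0.31 and 0.27 at BM88, 0.31 and 0.27 at SUV420H1, 0.34 and 0.30 at TXNDC14, 0.33 and 0.29 at ACYP1, 0.32 and 0.28 at INHA, 0.32 and 0.27 at PBX4, 0.31 and 0.27 at BAP1, 0.32 and 0.27 at GATA3, 0.30 and 0.27 at EP400, 0.32 and 0.27 at TNRC6C in #5849, 0.33 and 0.30 at TNRC6C in #6870, 0.31 and 0.28 at CAP1 and 0.32 and 0.27 at CLK2. Without centring all 14 lay within the SE over probes of the paper's.

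Of 78 combinations of locus and breed of Table 1 compared by direction, 56 were the same. In 14 the paper lists no change and a bird was beyond 0.3. In 6 the paper lists a change and no bird was: locus 9 in Leghorns (0.00 to 0.22), SCRIB in broilers (-0.06 to 0.13), MRPL19 in Rhode Island Reds, PRF1 in broilers (-0.06 to 0.27), and CDKN2A and MTAP in broilers (-0.10 to 0.24) and Rhode Island Reds (-0.18 to -0.17). At locus 6 the paper lists a loss in Rhode Island Reds, which lay at -0.03 and 0.34. At locus 21 broilers ran from -1.21 to 0.44. The paper places the gain of GGA25 in #5849 only, whereas #6870 had 0.26 against 0.27 in #5849. It calls PRLR in fewer females than the 3 with a call here and names a further bird as likely missed. By aCGH it reports the aldo-keto reductase gain in 1 bird where 3 were beyond 0.3, though its quantitative PCR found variation there far more often. It reports the CHRM2 loss in Leghorns where broilers and a Rhode Island Red were beyond -0.3 too. It lists no CNV on GGA9, where 2 calls were made, and lists some on GGA14, GGA15, GGA23 and GGA24, where 0 were made. TNRC6C is listed for #5849 and for #6870 among CNVs observed once, and the PRF1 interval stands in both tables.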

Other observations

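The test of private duplications was chosen only after the result was seen, and the test of the GC trend at long gains was set before its result was seen.

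Of the 18 gains over 100 kb in Table S1, 17 were listed for broiler #5849 or Leghorn #6870. They include the intervals of BAP1, GATA3, TNRC6C, INHA, PBX4 and CLK2, and sum to 11.5 Mb. In the listed bird the median shift was 0.27 (0.27 to 0.35), and in the other bird of the pair it was 0.23, positive at 17 of 17. The other 8 birds had a median of 0.03. The probes of these intervals had a GC content of 46.6% against 42.3% on autosomes, and the log2 ratio of single probes was correlated with GC at 0.22 in #5849 and 0.20 in #6870, across probes, which are not independent. With the GC trend removed the median was 0.09 (-0.04 to 0.20), and 0 of the 17 intervals were beyond 0.3, where 4 had been. The shift of 0.23 in the other bird is consistent with a GC trend of these arrays. The listed bird exceeded the other bird of the pair by a median of 0.049 (SD 0.042 over intervals, at most 0.16), which argues against duplications of whole intervals private to 1 bird as the cause of the shifts. Duplications shared by both birds, or of a smaller share of an interval, stay open, and no biological explanation was tested.

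Within 50 kb of the amplicon of PCCA (38 probes), which the paper uses as a reference of constant copy number in quantitative PCR, shifts ran from 0.00 to 0.12 in the 10 birds. Within 50 kb of that of THRSP (29 probes) they ran from -0.03 to 0.16. No bird was beyond 0.3 at either. At the amplicons of RHACD8 (11 probes, 88960427 to 89002926) broilers lay at 0.66 ± 0.44 (SD, n = 4) and Leghorns at -0.35 ± 0.47 (SD, n = 4). The difference of -1.02 had an exact permutation p of 0.0286 (two-sided).

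At the 4 loci with the largest sex differences, bird #2916 lay at 0.48 (locus 5), 0.52 (locus 7), 0.56 (locus 8) and 1.31 (locus 26). The exact permutation p of the sex difference was 0.0159 at each of these and at PRLR, or 0.0825 when adjusted over the 26 loci of Table 1.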
